# Effects of poly (ADP-ribose) polymerase inhibitor treatment on the repair process of ischemic acute kidney injury

**DOI:** 10.1038/s41598-023-50630-2

**Published:** 2024-01-02

**Authors:** Junseok Jeon, Kyungho Lee, Hye Ryoun Jang, Kyeong Eun Yang, Cheol-Jung Lee, Hyeonju Ahn, Woong-Yang Park, Jung Eun Lee, Ghee Young Kwon, Yoon-Goo Kim, Wooseong Huh

**Keywords:** Acute kidney injury, Inflammation

## Abstract

Excessive activation of poly (ADP-ribose) polymerase (PARP) contributes to ischemic acute kidney injury (AKI). PARP inhibition has been shown to be beneficial in renal ischemia–reperfusion injury (IRI) in the early phase, but its role in the repair process remains unclear. The effects of JPI-289, a novel PARP inhibitor, during the healing phase after renal IRI were investigated. IRI was performed on 9-week-old male C57BL/6 mice. Saline or JPI-289 100 mg/kg was intraperitoneally administered once at 24 h or additionally at 48 h after IRI. Hypoxic HK-2 cells were treated with JPI-289. Renal function and fibrosis extent were comparable between groups. JPI-289 treatment caused more prominent tubular atrophy and proinflammatory intrarenal leukocyte phenotypes and cytokines/chemokines changes at 12 weeks after unilateral IRI. JPI-289 treatment enhanced gene expressions associated with collagen formation, toll-like receptors, and the immune system in proximal tubules and endothelial cells after IRI. JPI-289 treatment at 3 or 6 h after hypoxia facilitated proliferation of hypoxic HK-2 cells, whereas further treatment after 24 h suppressed proliferation. Delayed inhibition of PARP after renal IRI did not facilitate the repair process during the early healing phase but rather may aggravate renal tubular atrophy during the late healing phase in ischemic AKI.

## Introduction

Ischemic acute kidney injury (AKI) is the most common cause of AKI and can be precipitated by several clinical conditions that reduce renal blood flow, including kidney transplantation^1^. AKI is of great clinical importance because it not only increases overall mortality but also promotes the development and progression of chronic kidney disease^2^. Ischemia–reperfusion injury (IRI) is defined as the paradoxical exacerbation of tissue damage following the restoration of blood flow to ischemic tissues; it triggers a series of deleterious cellular responses in the affected organ^3^. A robust inflammatory response follows IRI, and this immunologic mechanism is one of the main pathogeneses of ischemia AKI^4,5^. Numerous interventions aimed at relieving renal IRI have been evaluated in animal studies but none have been proven to be effective enough for clinical application^3^.

Poly (ADP-ribose) polymerase 1 (PARP-1) is known to play important roles in DNA repair and the maintenance of genome integrity. However, excessive activation of PARP by severe DNA damage consumes NAD +, resulting in energy depletion, cell death, and necrosis^6^. PARP-1 also regulates the expression of various proteins, such as NF-κB, associated with inflammation at the transcriptional level^7,8^. Activation of PARP has been demonstrated in the ischemic injury of various tissues, including kidney^9–11^. PARP ablation or inhibition preserved ATP levels and renal functions and attenuated the inflammatory response after IRI in the mouse model^11,12^. JPI-289, a recently developed novel PARP-1 inhibitor with potent PARP-1 inhibitory activity, revealed beneficial effects in ischemic stroke models^13,14^. We recently reported that PARP inhibition by JPI-289 treatment immediately after renal IRI attenuated renal injury and intrarenal inflammation in the murine ischemic AKI model^15^.

Although PARP-1 is involved in DNA repair and various transcription processes, it remains uncertain whether PARP inhibitors will have beneficial effects beyond the early injury phase. Most studies, including the ischemic AKI model, either treated animals with PARP inhibitors before or immediately after tissue injury or used a genetically PARP ablation model; therefore, the effects of PARP inhibitors on the healing phase after tissue injury remain unknown^11–15^. This study investigated the effects of pharmacologic PARP-1 inhibition with late JPI-289 treatment after the establishment of renal IRI on the postischemic kidney.

## Results

### Effects of JPI-289 treatment on renal function after renal IRI

After unilateral IRI, BUN, plasma creatinine, and cystatin C were comparable between the JPI-289 treated and control groups (Fig. 1A,B). Despite bilateral IRI, there were no differences in BUN and plasma creatinine between the JPI-289 treated and control groups (Fig. 1C).

**Figure 1:**
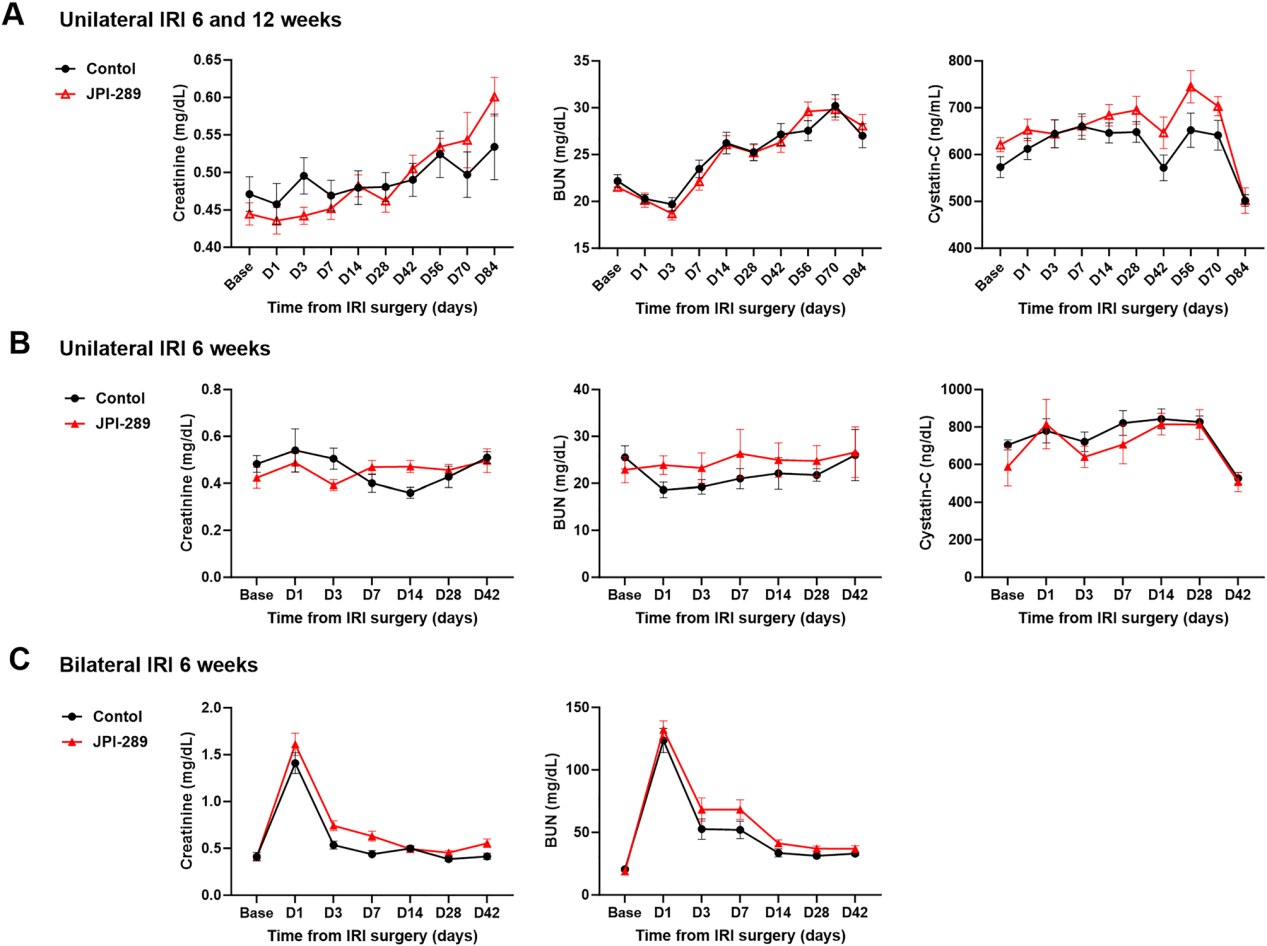
Renal function following IRI. (**A**) Treatment with JPI-289 100 mg/kg at 24 and 48 h twice versus control after unilateral IRI. (**B**) Treatment with JPI-289 100 mg/kg at 24 h once versus control after unilateral IRI. (**C**) Treatment with JPI-289 100 mg/kg at 24 h once versus control after bilateral IRI.

### Effects of JPI-289 treatment on histological changes after renal IRI

The proportion of atrophic tubules was higher in the JPI-289 100 mg/kg twice-treated group than in the control group at 12 weeks after unilateral IRI (Fig. 2B). Renal tubular necrosis or damage was comparable between the two groups at 6 weeks after bilateral or unilateral IRI (Fig. 2A,C, and D). The area of renal fibrosis was not different between the groups (Supplementary Fig. S1).

**Figure 2:**
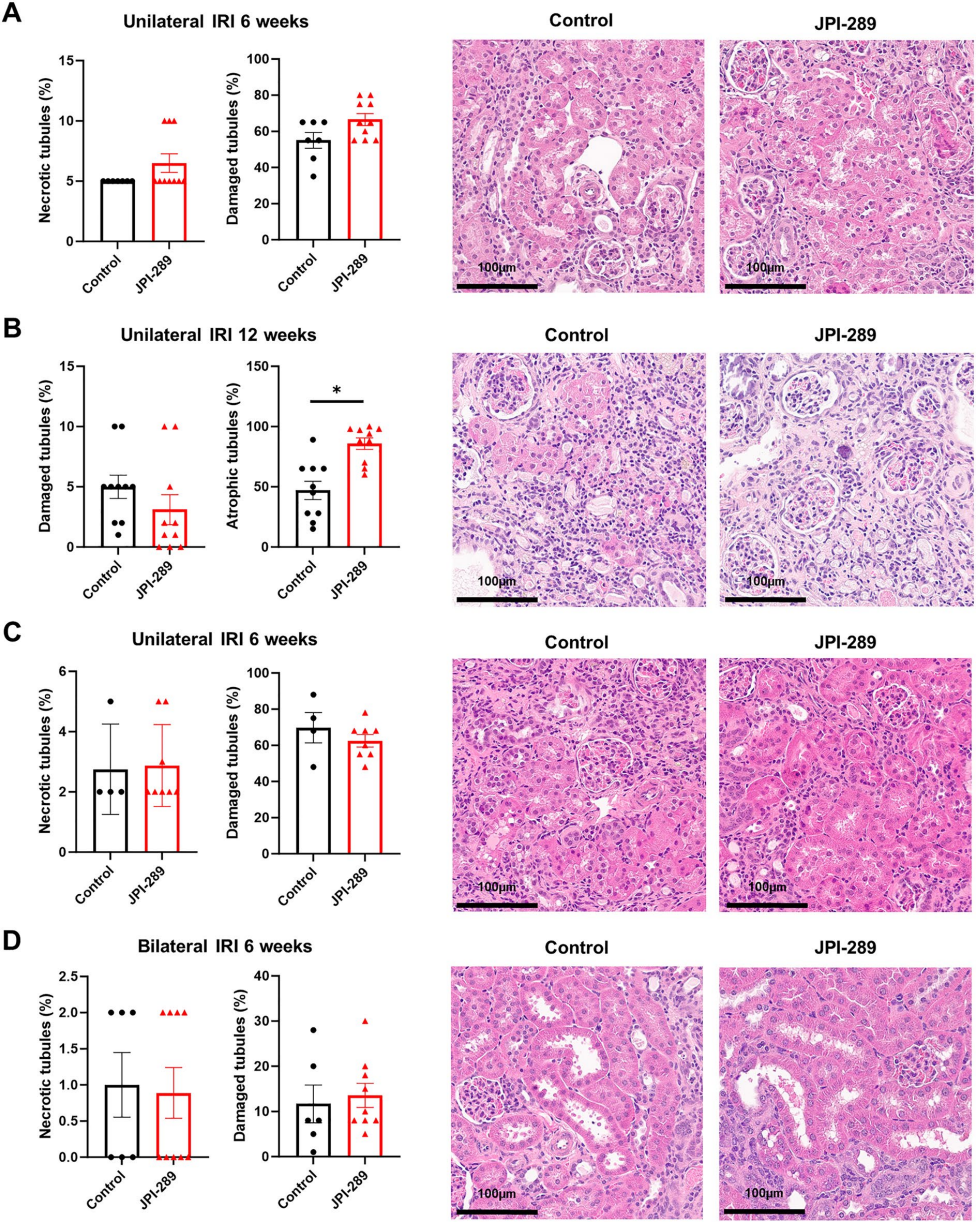
Renal tubular necrosis, damage, or atrophy after renal IRI. (**A**) Treatment with JPI-289 100 mg/kg at 24 and 48 h twice versus control after unilateral IRI (6 weeks). (**B**) Treatment with JPI-289 100 mg/kg at 24 and 48 h twice versus control after unilateral IRI (12 weeks). (**C**) Treatment with JPI-289 100 mg/kg at 24 h once versus control after unilateral IRI. (**D**) Treatment with JPI-289 or 100 mg/kg at 24 h once versus control after bilateral IRI.

### Effects of JPI-289 treatment on leukocytes trafficking into postischemic kidney

The trafficking of total leukocytes into the postischemic kidney was evaluated using immunohistochemical staining of CD45. The proportion of total leukocytes expressing CD45 among total nuclei in the whole field of each slide was semiquantitatively calculated with the TissueFAXS system (Fig. 3A). Intrarenal total leukocytes expressing CD45 did not differ between the groups after bilateral or unilateral IRI (Fig. 3B,C,D and E).

**Figure 3:**
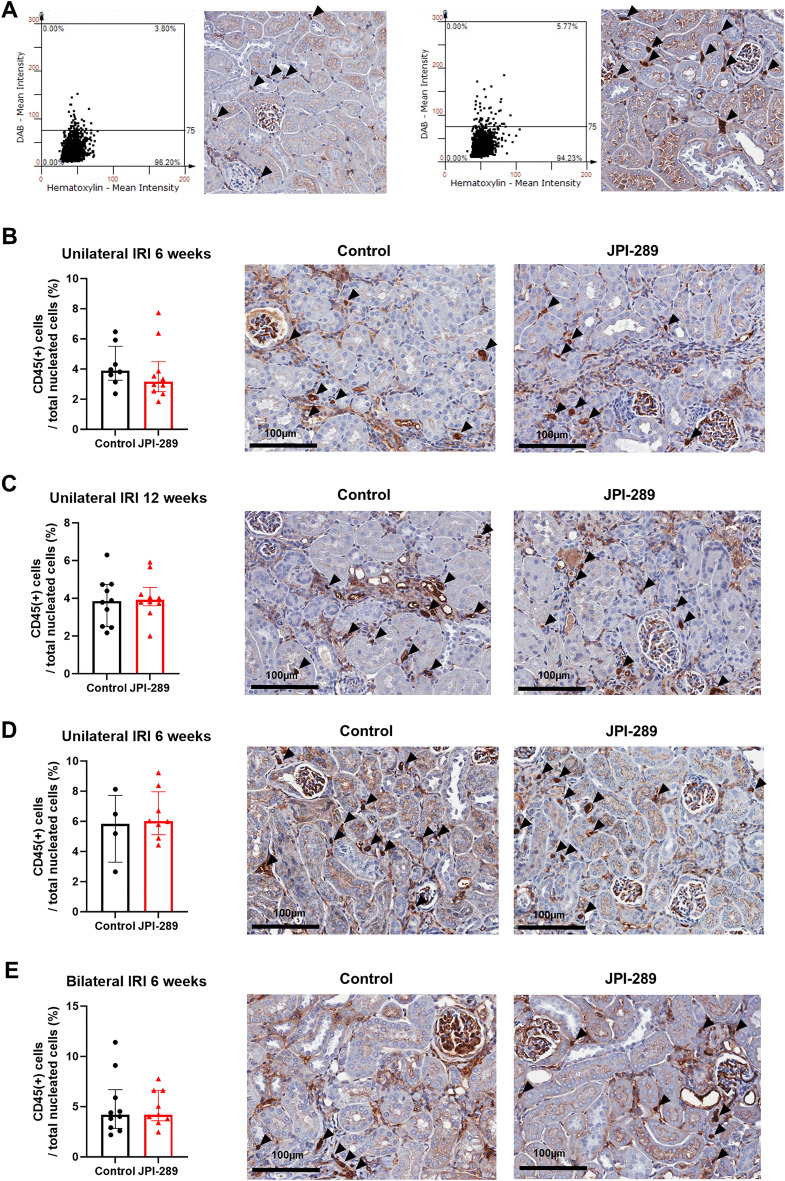
Leukocyte trafficking into the postischemic kidneys. (**A**) The examples of semiquantitative analysis of CD45-positive leukocytes in the postischemic kidney with relatively lower and higher percentage of CD45-positive leukocytes using automated imaging analysis system (TissueFAXS). Arrowheads indicate CD45-positive leukocytes (× 250). The whole fields of slides including both cortex and medulla were evaluated. (**B** and **C**) Treatment with JPI-289 100 mg/kg at 24 and 48 h twice versus control after unilateral IRI. (**D**) Treatment with JPI-289 100 mg/kg at 24 h once versus control after unilateral IRI. (**E**) Treatment with 100 mg/kg at 24 h once versus control after bilateral IRI.

### Effects of JPI-289 treatment on subtypes of intrarenal leukocytes after renal IRI

The phenotypes of kidney monounclear cells (KMNCs) in the postischemic kidneys were evaluated using flow cytometry. Supplementary Fig. S2 shows gating strategies. In the experiments of JPI 289 100 mg/kg twice treatment after unilateral IRI, the leukocyte subtypes were not different between the groups at 6 weeks after IRI (Fig. 4). The percentages of total T cells, CD4 T cells, and neutrophils were higher in the JPI-289 100 mg/kg twice-treated group compared to the control group at 12 weeks after unilateral IRI. The percentages of CD8 T cells, B cells, NK T cells, NK cells, and macrophages were not different between the groups at 12 weeks after unilateral IRI.

**Figure 4:**
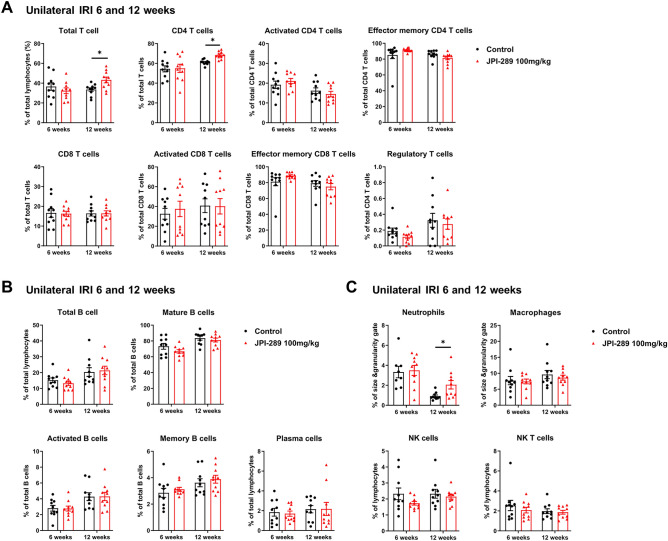
Flow cytometry analyses of intrarenal leukocyte subtypes between treatment with JPI-289 100 mg/kg at 24 and 48 h versus control after unilateral IRI. (**A**) T cell subtypes, (**B**) B cell subtypes, (**C**) Neutrophils, Macrophages, NK cells, NK T cells.

The percentages of total B cells in the JPI-289 100 mg/kg once-treated group after bilateral IRI and memory B cells in the JPI-289 100 mg/kg once-treated group after unilateral IRI were lower compared to the control groups of each model (Supplementary Fig. S3 and S4). The percentage of other subtypes of leukocytes was not different between the JPI-289 100 mg/kg once-treated and control groups at 6 weeks after bilateral or unilateral IRI.

### Effects of JPI-289 treatment on cytokines and chemokines expression after renal IRI

Intrarenal expression of MCP-1, RANTES, and TNF-α were enhanced, while the expression of IFN-*γ* and IL-4 were suppressed in the JPI-289 100 mg/kg twice-treated group compared to the control group at 12 weeks after unilateral IRI (Fig. 5A). The expression of IL-6 was suppressed in the JPI-289 100 mg/kg once-treated group compared to the control group at 6 weeks after unilateral IRI (Fig. 5B). There was no difference in intrarenal cytokines/chemokines expression at 6 weeks after bilateral IRI (Fig. 5C).

**Figure 5:**
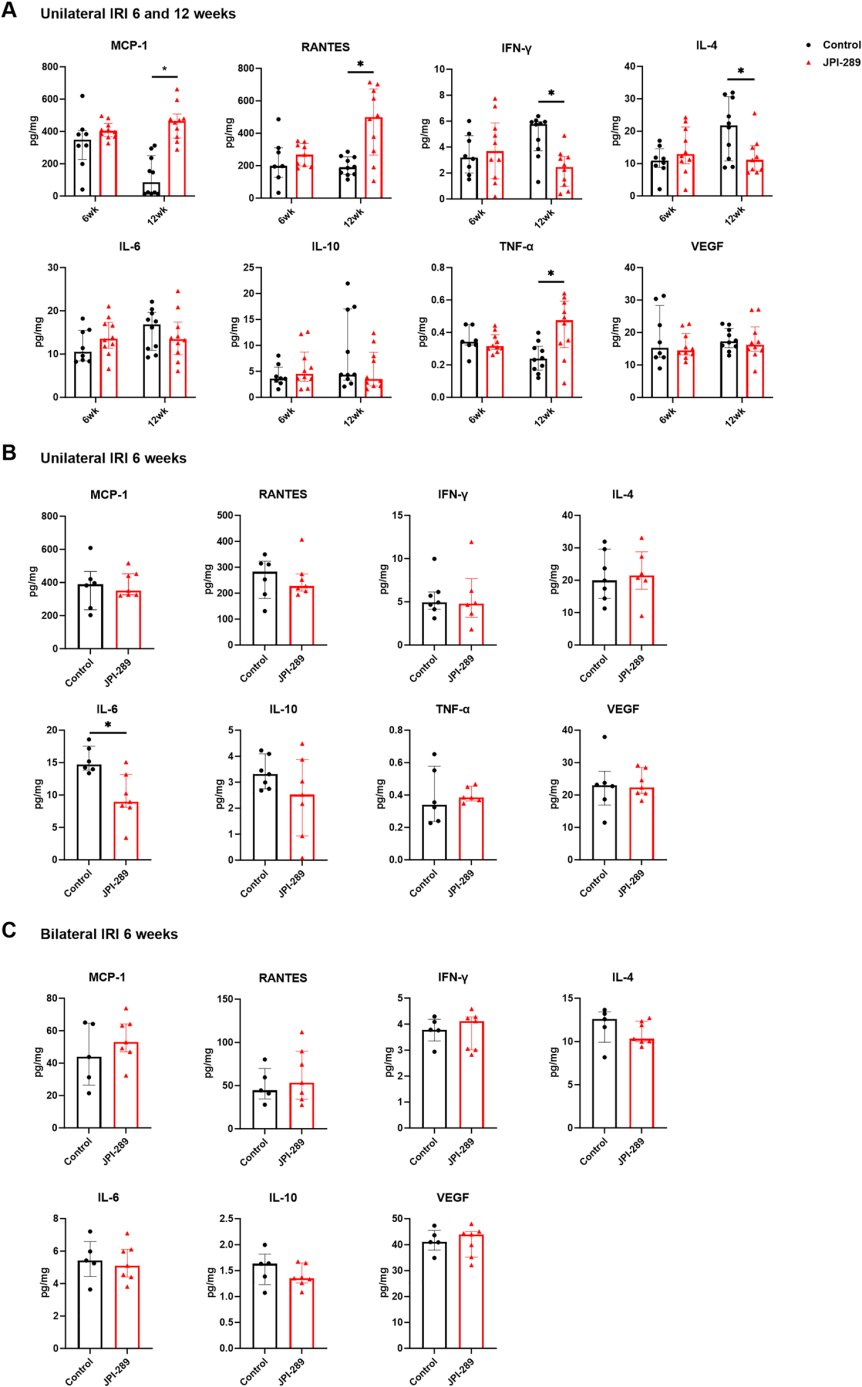
The expression of intrarenal cytokines and chemokines in the postischemic kidneys. (**A**) Treatment with JPI-289 100 mg/kg at 24 and 48 h twice versus control after unilateral IRI. (**B**) Treatment with JPI-289 100 mg/kg at 24 h once versus control after unilateral IRI. (**C**) Treatment with JPI-289 100 mg/kg at 24 h once versus control after bilateral IRI.

### The effects of JPI-289 on single-cell RNA expression of postischemic proximal tubules and endothelial cells

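Single-cell RNA sequencing was done on 1 kidney sample from a mouse given JPI-289 at 100 mg/kg and 1 control sample from a mouse given saline, each taken 24 h after bilateral ischemia of 27 min. In this separate experiment the injection came just before reperfusion. The paper's other mice were first dosed 24 h after ischemia, so the values here do not describe that late treatment. With 1 library per condition there are no replicates, so the values compare these 2 libraries and no test between the conditions was possible. The authors aligned the reads to the mm10 mouse reference, counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger, and deposited the raw counts of all barcodes, before cells were called or filtered. The control library holds 38328760 UMIs and the JPI-289 library 35548396. Cells were called from the deposited counts by total UMIs and then, among barcodes with at least 500 UMIs, by the difference of their profile from that of empty droplets at a false discovery rate of 0.01. This gave 4274 cells in the control library and 5421 in the JPI-289 library. Leaving out cells with over 50% mitochondrial UMIs left 3734 and 5025 cells, with a median of 2069 and 1872 UMIs per cell. The scrublet doublet caller marked 3 of the 8759 cells, too few for it to have worked, so doublets remain among the cells. The cells of these 2 libraries were clustered by themselves, without the public normal kidneys and without batch correction, and clusters were named from marker genes chosen before the data were examined. For each class of cells, the UMIs of a gene were summed per library and divided by all UMIs of those cells, and the log2 ratio of JPI-289 over control was taken after adding 0.5 to each sum. A gene set is described by the median log2 ratio of its members with at least 20 UMIs over both libraries, with a 95% interval from the order of the members' values, which are not independent replicates. Its percentile among 10000 random lists of as many genes with similar UMI sums describes these libraries only. Intervals on UMIs are exact Poisson intervals, those on log2 ratios of single genes exact binomial ones for the 2 counts, and those on shares exact binomial (Clopper-Pearson) intervals. They cover counting error only, not the difference between mice.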

We performed scRNA-seq analysis on proximal tubules (PTs) and endothelial cells (ECs) of postischemic kidney since those cells are difficult to analyze using conventional flow cytometry despite their importance in the pathogenesis of IRI. The increased clusters of PTs in postischemic kidney tissue were identified compared to the normal kidneys of public data (clusters 5 and 8 in Fig. 6A and B). Comparative analysis of postischemic kidney was performed on clusters 5 and 8 of PTs according to the treatment with JPI-289. 

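The clusters named from proximal tubule markers held 1781 cells of the control library and 1643 of the JPI-289 library, here called PT-like cells, with 8100244 and 7353884 UMIs in all and a median of 2268 and 1866 per cell. Every PT-like cell lay in a cluster of which at least 90% came from 1 library, so a cluster of PT-like cells may be a library and not a subtype, and the cells were compared as 1 class. Of these cells, 22 of the control and 770 of the JPI-289 library lay in a cluster where markers of injured PT scored above those of PT. The PT-like cells are not the same cells as clusters 5 and 8, which were defined together with normal kidneys that were not analysed here. Over the 11307 genes with enough UMIs, the median log2 ratio was -0.19, and set medians are also given relative to it. Havcr1, which encodes kidney injury molecule 1 (ENSMUSG00000040405, chromosome 11 from 46735080 to 46779578 of GRCm38 in GENCODE vM21), had 932 UMIs in the control library and 3309 in the JPI-289 library, a log2 ratio of 1.97 (1.86 to 2.07). After each cell was thinned to 1000 UMIs, which left out 444 control and 503 JPI-289 cells, Havcr1 was detected in 7.63% of control and 25.8% of JPI-289 PT-like cells. Without thinning the shares were 16.5% and 42.7%. In neutrophils, which should lack it, the thinned shares were 2.82% and 2.92%, at median depths of 1973 and 2035.5 UMIs. In the alternative that kept only the PT-like clusters with injury markers, with 32 control and 1632 JPI-289 cells, the log2 ratio of Havcr1 was -0.012.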

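In PT-like cells, 291 of 529 measured genes of the Reactome set Immune System had a higher level in the JPI-289 library. The median log2 ratio of the set was 0.14 (0.011 to 0.23), 0.33 above that of all genes and above all 10000 matched random lists. It changed most when only clusters with injury markers were kept, to -0.27, on 32 control cells, which was 0.29 above that of all genes there. For Signal Transduction, the median was -0.079 (-0.15 to -0.0079), at percentile 98.7 of the 10000 lists, and 0.11 after centring on the median of all genes, so its sign depends on the scaling. RNA metabolism was measured as a union of 5 Reactome sets, because the pathway table used holds no set of that name. Of its members, 248 of 332 were higher with JPI-289, with a median of 0.26 (0.21 to 0.32), above all 10000 lists. For Translation, of which 60.9% of identifiers matched a gene of the files, 110 of 139 genes were higher and the median was 0.20 (0.13 to 0.25), at percentile 99.4 of the 10000 lists. Within clusters with injury markers alone, the medians of RNA metabolism and Translation were -0.32 and -0.48, which is 0.24 and 0.080 above that of all genes. Among the 10000 matched lists there, RNA metabolism was at percentile 0.260 and Translation below all. With only 47337 control UMIs in these clusters, the 0.5 added to each sum lowers the ratios of rare genes. No direction is read from set medians there. Cytosolic ribosomal protein genes had a median of 0.19, mitochondrial ones -0.10 (0.092 after centring), and the other members of Translation 0.28. Proteasome subunit genes, many of which belong to immune and signalling sets, had a median of 0.83 (0.59 to 0.99), with 40 of 44 higher. Among single genes, Mt2 (ENSMUSG00000031762, chromosome 8 from 94172664 to 94173568) of the immune set had 283 UMIs in the control library and 7665 in the JPI-289 library, a log2 ratio of 4.90 (4.73 to 5.08). Eif4ebp1 (ENSMUSG00000031490, chromosome 8 from 27260329 to 27276674) of Translation had 531 UMIs in the control library and 2666 in the JPI-289 library, a log2 ratio of 2.47 (2.33 to 2.60), and Sf3b4 of the RNA metabolism sets 1.99 (1.81 to 2.18). In the signalling set, Sphk1 rose most, with a log2 ratio of 3.69 (3.26 to 4.19), and Col4a3 and Ccnd1 were lowest, Ccnd1 at -4.64 (-5.14 to -4.20).

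**Figure D1:**
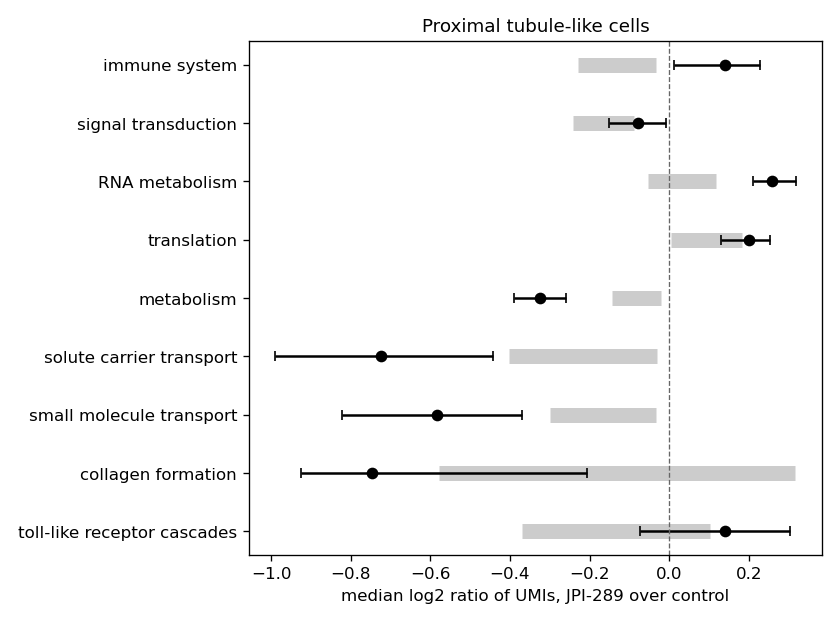
Median log2 ratio of UMIs, JPI-289 over control, of 9 gene sets in PT-like cells of 1 library per condition. Points are medians over set members, bars their 95% intervals, and grey bands the central 95% of 10000 matched random lists; the median of solute carrier transport, -0.72, lies below its band and that of RNA metabolism, 0.26, above it. After centring on the median of all genes the point of signal transduction moves from -0.079 to 0.11.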

Compared to the postischemic PTs of the control kidney, the postischemic PTs of the JPI-289 treated kidney expressed higher levels of genes involved in signal transduction, RNA metabolism, translation, and the immune system. 

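The Reactome set Metabolism had 387 of 1090 measured genes higher in the JPI-289 PT-like cells and a median log2 ratio of -0.32 (-0.39 to -0.26), below all 10000 matched random lists and -0.13 after centring on the median of all genes. For solute carrier-mediated transport, the median was -0.72 (-0.99 to -0.44) over 157 genes. Transport of small molecules had a median of -0.58 (-0.82 to -0.37) over 284 genes, and both transport sets were below all 10000 lists. The summed UMIs of the small molecule set went the other way, with a log2 ratio of 0.20, because Fth1 and Ftl1 made up most of them and had log2 ratios of 0.48 and 0.69. Several of the genes are PT markers; with all marker genes left out, an alternative chosen after seeing the data, the solute carrier median was -0.68. Slc38a3 (ENSMUSG00000010064, chromosome 9 from 107650634 to 107669530) had 517 UMIs in the control library and 1 in the JPI-289 library, a log2 ratio of -8.29 (-14.18 to -6.39). G6pc (ENSMUSG00000078650, chromosome 11 from 101367561 to 101377903), which encodes the catalytic subunit of glucose-6-phosphatase, had 1838 UMIs in the control library and 23 in the JPI-289 library, a log2 ratio of -6.15 (-6.84 to -5.59). Slc34a1 fell by 0.89 on the log2 scale. In the opposite direction, Slc7a11 had 4 UMIs in the control library and 112 in the JPI-289 library, a log2 ratio of 4.78 (3.55 to 6.85). Nuclear genes of oxidative phosphorylation had a median of -0.28 (-0.34 to -0.19), with 11 of 79 higher, and of -0.087 after centring. Fatty acid oxidation genes had a median of -0.60 (-1.14 to 0.15).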

The postischemic PTs of the control kidney exhibited greater expression of metabolic, solute carrier-mediated transmembrane transport, and small molecule transport genes compared to the postischemic PTs of the JPI-289 treated kidney (Fig. 6C and D). Moreover, the PTs of the JPI-289 treated postischemic kidney showed increased expression of genes associated with collagen formation and toll-like receptors compared to the PTs of the control kidney (Fig. 6D). 

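In PT-like cells, 5 of 25 measured genes of the Reactome set Collagen Formation were higher in the JPI-289 library. The set's median log2 ratio was -0.75 (-0.92 to -0.21), at percentile 0.725 of the 10000 matched random lists, and stayed between -0.88 and -0.55 in all settings tried. Col4a3 (ENSMUSG00000079465, chromosome 1 from 82586921 to 82722059) had 1218 UMIs in the control library and 41 in the JPI-289 library, and Col4a4 (ENSMUSG00000067158, chromosome 1 from 82448423 to 82586849), its neighbour on the opposite strand, had 1318 and 81. Their log2 ratios were -4.74 (-5.24 to -4.30) and -3.88 (-4.23 to -3.56). Without these 2 genes the set's median was -0.60, inside the range of matched lists from -0.62 to 0.31. Col4a1 had a log2 ratio of -0.88 (-1.05 to -0.71), and Cd151, the member that rose most, 0.62 (0.47 to 0.78). After thinning, Col4a3 was detected in 12.9% of control and 0.526% of JPI-289 PT-like cells, and in 31.1% and 2.37% without thinning, against 1.13% and 0.172% of thinned neutrophils. Col1a1 had 4 UMIs in the control PT-like cells and 0 in the JPI-289 ones. The set Toll-Like Receptor Cascades had a median of 0.14 (-0.075 to 0.30), at percentile 99.2 of the 10000 lists, with 46 of 83 genes higher; counting each cell equally gave -0.016. Cd14 (ENSMUSG00000051439, chromosome 18 from 36725067 to 36726798) rose most in this set, with 84 UMIs in the control library and 1141 in the JPI-289 library and a log2 ratio of 3.90 (3.58 to 4.24). Its thinned detection rose from 1.05% to 11.1% of PT-like cells, and from 4.38% to 25.1% unthinned, beside 0 of 56 control and 7 of 93 JPI-289 red blood cells, at median depths of 1519.5 and 1531 UMIs. The thinned JPI-289 share of 7.53% (3.08 to 14.9%) in red blood cells, which should lack Cd14, overlaps that in PT-like cells (9.37 to 13.1%). The thinned shares alone therefore do not set Cd14 apart from free RNA. Unthinned, the JPI-289 share in red blood cells was 8.13%, below the 25.1% of PT-like cells, which were deeper, with a median of 1866 UMIs. The log2 ratio of Cd14 with free RNA subtracted was 5.28. Among the receptors, Tlr2 and Tlr4 were near the counting limit, with 4 and 2 and with 2 and 3 UMIs in the control and JPI-289 libraries, while Tlr12 had 75 and 3, a log2 ratio of -4.29 (-6.81 to -2.90), and Tlr3 20 and 15. From higher expression of genes of the immune system, toll-like receptors and collagen formation, the paper proposes that JPI-289 has potential adverse effects on inflammation and fibrosis. It also reports leukocyte and cytokine changes in mice dosed later and followed for weeks, in which the area of fibrosis did not differ between groups.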

The increased clusters of ECs from postischemic kidney tissue were identified compared to the normal kidneys of public data (clusters 1 and 3 in Fig. 7A and B). 

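The clusters led by endothelial markers, here called EC-like cells, held 504 cells of the control library and 568 of the JPI-289 library, with 2000203 and 1706060 UMIs in all. The median depth was 1996 UMIs per cell in the control library and 1996.5 in the JPI-289 library. One of their 3 clusters held 184 control cells and 2 JPI-289 cells, and may be that library and not a subtype, so the cells were compared as 1 class. The normal kidneys that define clusters 1 and 3 were not analysed here. Free RNA, estimated from barcodes with few UMIs, made up 12.2 to 13.9% of the UMIs of control EC-like cells and 21.0 to 22.3% of JPI-289 ones, depending on which barcodes served as its source. Lcn2 (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252 of GRCm38) had 900 UMIs in the control library and 5228 in the JPI-289 library, a log2 ratio of 2.77 (2.67 to 2.87).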

Compared to the postischemic ECs of the control kidney, the postischemic ECs of the JPI-289 kidney expressed higher levels of genes involved in the transcriptional and translational processes, including RNA polymerase transcription, ribosomal RNA processing, and RNA metabolism, as well as transcriptional regulation by TP3 (Fig. 7C and D). On the other hand, the expression of genes involved in metabolism was enhanced in the postischemic ECs of the control kidney compared to the ECs of the JPI-289 kidney, similar to the results of PTs (Fig. 7D).

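In EC-like cells the median log2 ratio of all 9751 measured genes was -0.18. The Reactome set RNA Polymerase II Transcription had a median of 0.069 (-0.027 to 0.30), at percentile 97.5 of the 10000 matched random lists, with 54 of 98 genes higher with JPI-289. It moved most when genes needed at least 100 UMIs, to 0.29. No set for ribosomal RNA processing is in the pathway table used, so its processing factors and the cytosolic ribosomal protein genes were measured apart. The processing factors had a median of 0.23 (-0.028 to 0.33), at percentile 99.99 of the 10000 lists. Cytosolic ribosomal protein genes had a median of 0.046 (-0.066 to 0.097), at percentile 76.0 of the 10000 lists. For the RNA metabolism sets the median was 0.13 (0.069 to 0.19), above all 10000 lists, with 202 of 329 genes higher. Polr2d, a subunit of RNA polymerase II (ENSMUSG00000024258, chromosome 18 from 31789159 to 31796701), had 89 UMIs in the control library and 193 in the JPI-289 library, a log2 ratio of 1.34 (0.98 to 1.73). Among processing factors, Ddx47 had a log2 ratio of 1.67 (1.25 to 2.12) and Utp11 of -1.55 (-2.13 to -1.04).

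**Figure D2:**
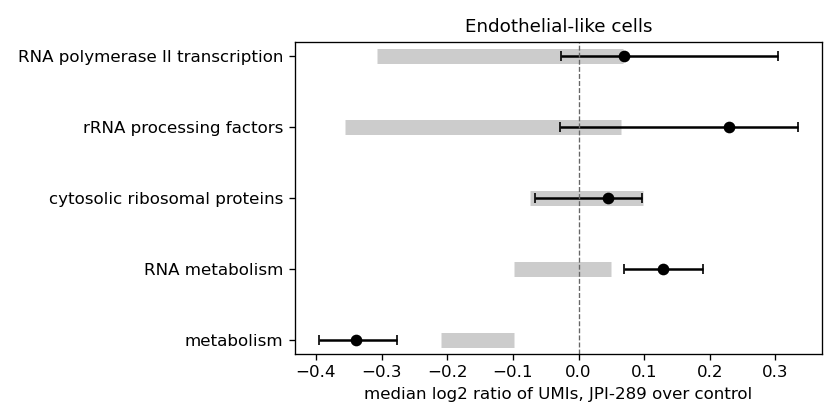
Median log2 ratio of UMIs, JPI-289 over control, of 5 gene sets in EC-like cells of 1 library per condition, with 95% intervals as bars and the central 95% of 10000 matched random lists as grey bands. RNA metabolism, at 0.13, lies above its band and metabolism, at -0.34, below it.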

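The Reactome set Metabolism had a median log2 ratio of -0.34 (-0.40 to -0.28) in EC-like cells, below all 10000 matched random lists, with 314 of 980 genes higher with JPI-289. Relative to all genes it was -0.16. The summed UMIs of the set had a log2 ratio of -0.042, since abundant members such as Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467), at 0.60 (0.56 to 0.64), and Fabp4, at 0.24 (0.20 to 0.28), were higher. Fatty acid oxidation genes had a median of -0.87 (-0.92 to -0.47) and nuclear oxidative phosphorylation genes of -0.20 (-0.32 to -0.14). Relative to all genes the latter was -0.027, so it hardly differed from them. Gk (ENSMUSG00000025059, chromosome X from 85701937 to 85776819), which encodes glycerol kinase, had 106 UMIs in the control library and 6 in the JPI-289 library, a log2 ratio of -3.80 (-5.39 to -2.74).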

**Figure 6:**
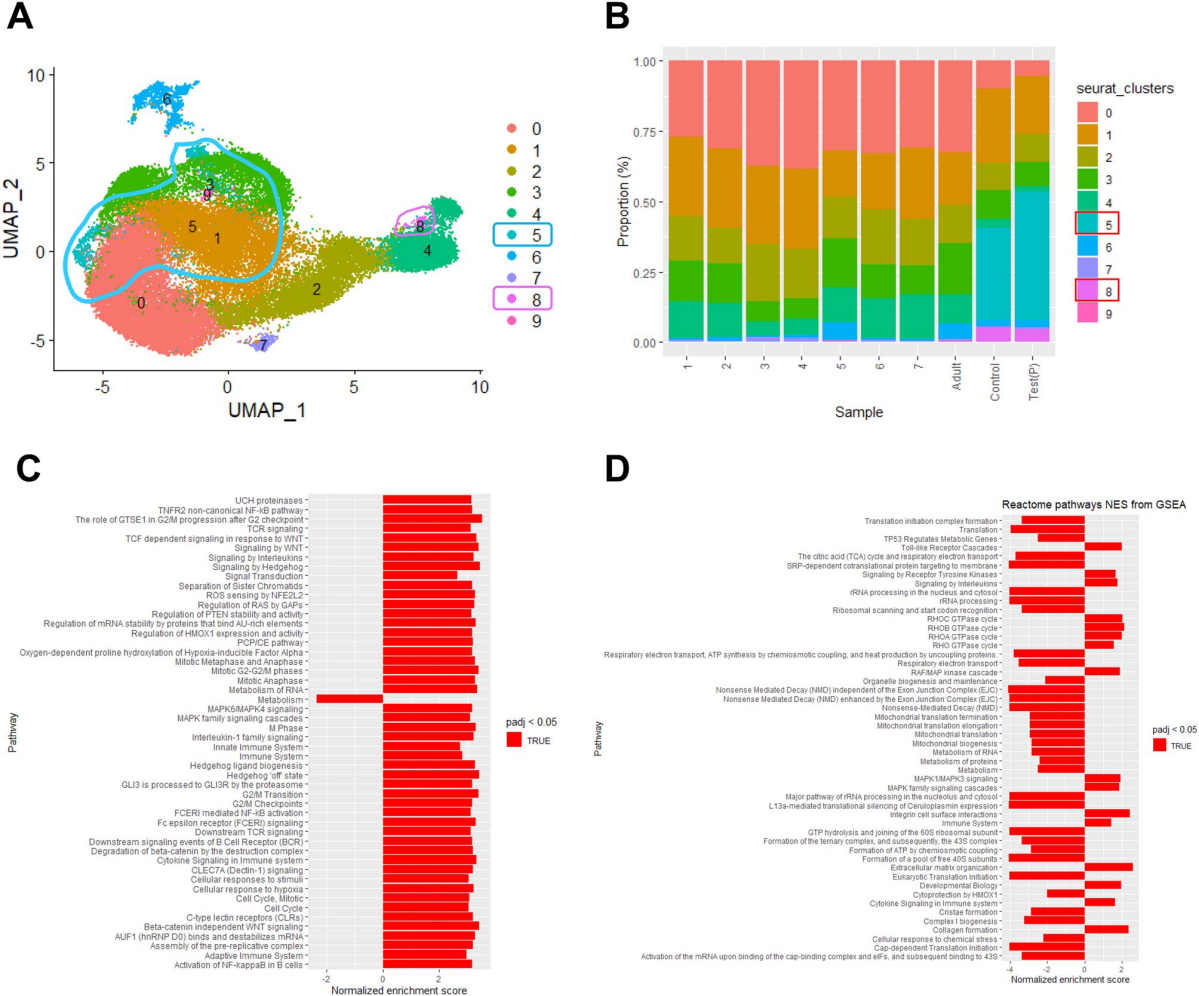
scRNA-seq results for proximal tubules of postischemic mouse kidney tissues (**A**) Uniform Manifold Approximation** (**UMAP) embedding of scRNA-seq profiles of proximal tubules, colored according to cells. (**B**) Proportions of cells of different subsets for each sample. Samples 1–7 and adult samples are mouse normal kidney samples of GSE107585 and GSE157079 acquired from the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database. Test (P) and control sample represent sample of JPI-289 treated and control post-ischemic mouse kidney, respectively. Boxed clusters (clusters 5 and 8) indicate increased clusters in post-ischemic kidney compared to normal kidney. (**C**) Reactome pathways normalized enrichment score (NES) from gene set enrichment analysis (GSEA) of cluster 5. A positive NES indicates that genes in the JPI-289 treated sample are more expressed than those in the control sample and a negative indicates the opposite. (**D**) Reactome pathways NES from GSEA of cluster 8.

**Figure 7:**
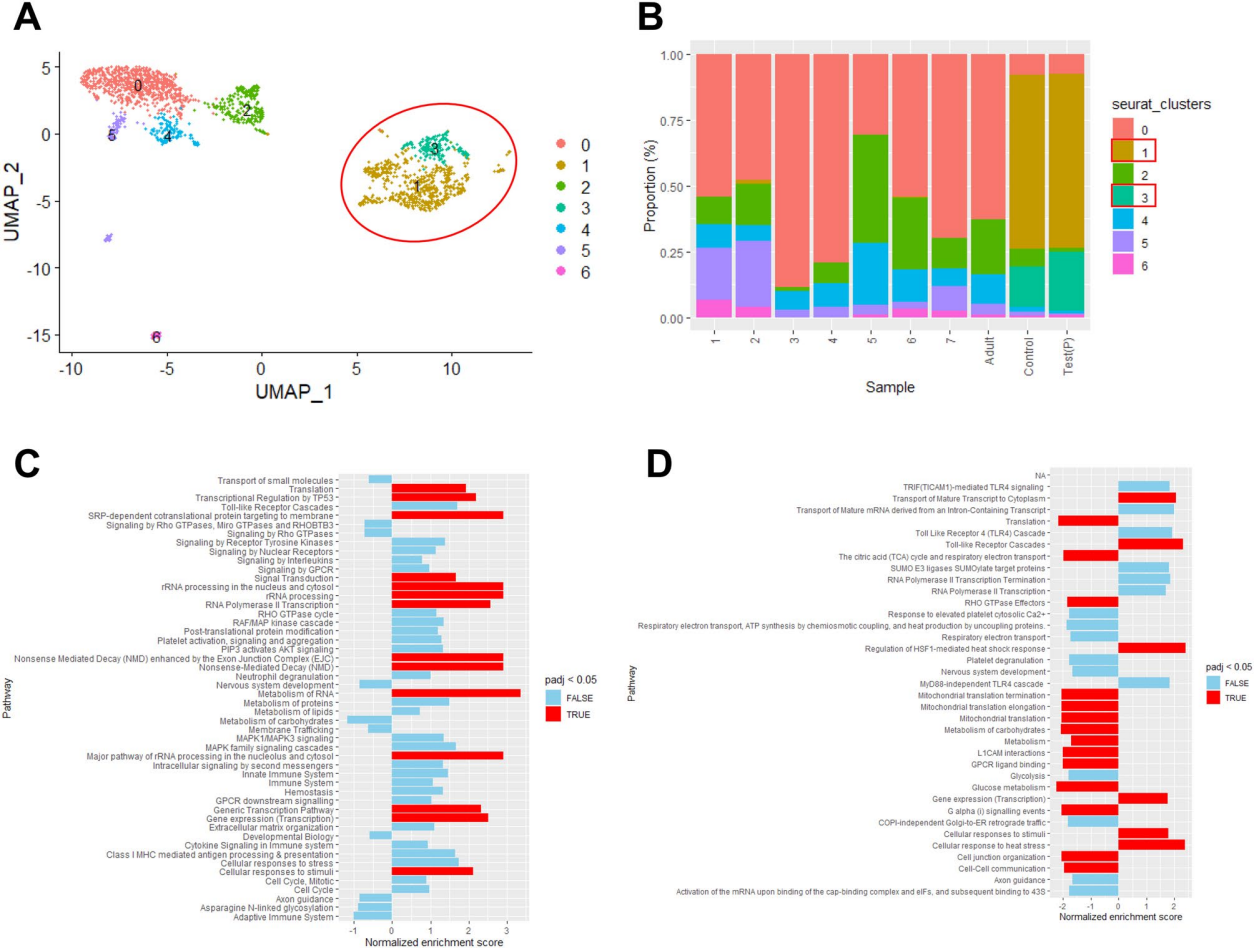
scRNA-seq results for endothelial cells of postischemic mouse kidney tissues (**A**) Uniform Manifold Approximation** (**UMAP) embedding of scRNA-seq profiles of endothelial cells, colored according to cells. (**B**) Proportions of cells of different subsets for each sample. Samples 1–7 and adult sample are normal mouse kidney samples of GSE107585 and GSE157079 acquired from the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database. Test (P) and control sample represent sample of JPI-289 treated and control postischemic mouse kidney, respectively. Boxed clusters (clusters 1 and 3) indicate increased clusters in postischemic kidney compared to normal kidney. (**C**) Reactome pathways normalized enrichment score (NES) from gene set enrichment analysis (GSEA) of cluster 1. A positive NES indicates that genes in the JPI-289 treated sample are more expressed than those in the control sample and a negative indicates the opposite. (**D**) Reactome pathways NES from GSEA of cluster 3.

### Effects of JPI-289 treatment on the proliferation of hypoxic HK-2 cells

HK-2 cells were exposed to hypoxia for 48 h and then treated with JPI-289. Figure 8A shows the degree of HK-2 cell proliferation when JPI-289 was administered within 6 h after hypoxia. JPI-289 treatment at 3 h after hypoxia facilitated the proliferation of hypoxic HK-2 cells at 24 h, and JPI-289 treatment at 6 h after hypoxia facilitated proliferation at 24 and 48 h. The time point of the most effective treatment was 6 h, regardless of dose. Figure 8B shows the degree of HK-2 cell proliferation when JPI-289 was administered at 6 h after hypoxia and then additionally administered at 24 h or 24 and 48 h. Additional treatment of JPI-289 after 6 h following hypoxia suppressed the proliferation of hypoxic HK-2 cells. Figure 8C shows when JPI-289 was administered at 6 h after hypoxia and then additional lower doses of JPI-289 were administered at 24 h. JPI-289 treatment at 6 h facilitated the proliferation of hypoxic HK-2 cells at 24 h, but further treatment with JPI-289 suppressed the proliferation even at lower doses.

**Figure 8:**
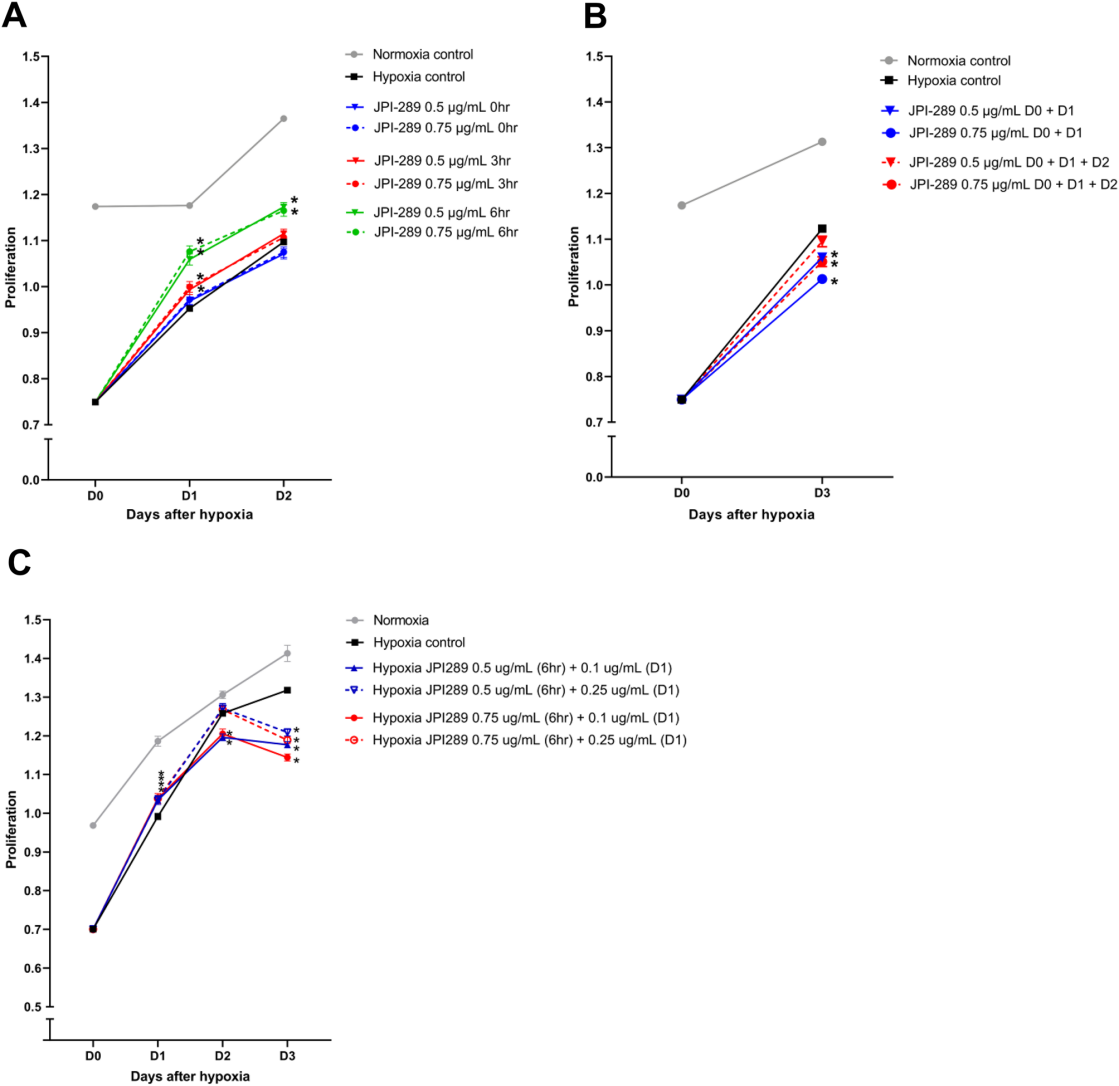
Proliferation of hypoxic HK-2 cells according to the dose and dosing time of JPI-289. (**A**) Treatment with JPI-289 5 or 0.75 µg/mL within 6 h after hypoxia. (**B**) Treatment with JPI-289 5 or 0.75 µg/mL at 6 h and additional same dose at 24 h or 24 and 48 h after hypoxia. (**C**) Treatment with JPI-289 5 or 0.75 µg/mL at 6 h and additional reduced doses 0.1 or 0.25 µg/mL at 24 h after hypoxia.

## Discussion

We previously demonstrated that treatment with a novel PARP inhibitor, JPI-289, immediately after renal IRI induced favorable intrarenal immunologic micromilieu and reduced susceptibility to ischemic AKI. However, the present study revealed that treatment with JPI-289 at 24 h of renal IRI had little effect on the recovery of ischemic AKI until 6 weeks. Furthermore, late treatment with JPI-289 at 24 and 48 h twice after renal IRI induced proinflammatory changes of intrarenal immunologic micromilieu and aggravated tubular injury beyond 6 weeks. The results of the scRNA-seq analysis suggested the potential adverse effects of JPI-289 to aggravate inflammation and promote fibrosis by enhancing gene expression associated with the immune system, toll-like receptors, and collagen formation. HK-2 cells hypoxia model showed that early treatment of JPI-289 facilitated the proliferation of hypoxic HK-2 cells, but late treatment suppressed proliferation. These results suggest that the late treatment with JPI-289 in the healing phase after ischemic AKI has been established may not be effective in promoting renal recovery and may even adversely affect the recovery process.

Poly (ADP-ribose) (PAR), which is a polymer comprising ADP-ribose units, is synthesized from nicotinamide adenine dinucleotide (NAD +) through the enzymatic action of PAR polymerases (PARPs)^16^. These polymerases add poly (ADP-ribose) to proteins as unique posttranslational modifications, and this addition regulates several physiological processes, such as the maintenance of DNA integrity, gene expression, and cell division. PARP-1 is the founding, and best-studied, member of the PARP family, and its activation is important in the DNA damage response and repair of single-stranded breaks^17^. However, overactivation of PARP owing to excessive damage signals causes the regulated necrosis pathway called parthanatos and also activates the classical necroptotic pathway and inflammatory cascades, resulting in cellular death and tissue damage^3,6,18^. It has already been reported in previous studies that pharmacologically or genetically inhibiting PARP can alleviate renal IRI^11,12,19^. Therefore, considering there is no effective treatment for ischemic AKI other than conservative measures, PARP inhibition can be a promising therapeutic candidate.

Our previous study reported that inhibition of PARP-1 by JPI-289 immediately after renal IRI attenuated renal injury and facilitated the proliferation of hypoxic HK-2 cells^15^. The effects of JPI-289 were dose-dependent and improved the intrarenal immunologic micromilieu after renal IRI, leading to attenuation of tubular injury. However, in the present study, the late treatment of JPI-289 at 24 h or later had no effects on renal tubular injury, intrarenal leukocytes trafficking and subtypes, or intrarenal cytokines/chemokines levels until 6 weeks after IRI. Rather, when JPI-289 was additionally administered at 48 h after unilateral IRI, the proportion of atrophic tubules in the postischemic kidney increased at 12 weeks. These results were associated with an increase in total T cells, CD4 T cells, neutrophils, MCP-1, and TNF-α, and a decrease in IL-4, showing proinflammatory changes in intrarenal immunologic micromilieu. Therefore, PARP inhibition at 24 h or later following renal IRI may not improve intrarenal immunologic micromilieu and can impede long-term recovery.

Our findings suggest that the inhibition of PARP may not effectively alleviate renal injury from IRI after PAPR overactivation has been established. PAR generated by PARP is rapidly degraded in cells, with a half-life of a few minutes^20^. Therefore, the effect of PAR depends on the expression of PARP. In the previous study that serially measured the expression of PARP after renal IRI, PARP protein was not detected until 6 h after IRI but was detected from 12 h and continued to be detected until 5 days^19^. Most studies showing the beneficial effect of PARP inhibition have either treated with PARP inhibitor before or within 12 h after tissue injury or used an animal model in which PARP is genetically inactivated^11–14,19,21,22^. Therefore, it can be hypothesized that PARP inhibitors should be administered within 6–12 h after tissue injury to block the adverse effects of PARP overactivation. In a recent study, JPI-289 was administered at 2, 8, 12, and 16 h after induction of cerebral ischemia, and its effectiveness decreased with increasing time to drug administration after ischemia, supporting this hypothesis^14^.

Excessive inhibition of PARP can impair DNA repair and promote cellular damage. Previous studies reported that PARP inhibitors slowed the repair of DNA damage and decreased the survival of cells^23,24^. PARP inhibitors have been studied as a therapeutic target in cancer using these characteristics^25^. DNA repair by PARP does not seem to play a major role in the early injury phase. The animal model in which PARP was genetically inactivated alleviated tissue damage up to 5 days after renal IRI^12^. However, most studies have only evaluated the short-term effects of PARP inhibition, but not the long-term effects^11,12,19^. Furthermore, preemptive or very early treatment in tissue damage is less clinically relevant as a therapeutic agent. Our study evaluated the healing from renal IRI for a long-term follow-up period of up to 12 weeks. The effects of PARP inhibition were not significant until 6 weeks, but at 12 weeks after renal IRI, the renal tubular injury and intrarenal immunologic micromilieu deteriorated. In addition, JPI-289 treatment within 6 h facilitated the proliferation of hypoxic HK-2 cells, but additional treatment after 24 h suppressed proliferation. Therefore, concerns regarding the adverse effects of PARP inhibition on the healing phase of ischemic AKI seem reasonable. It is unclear whether these potential adverse effects of PARP inhibition are because of impaired DNA repair or another effect of PARP inhibition. Further studies are required to elucidate these mechanisms.

According to scRNA-seq analysis, gene expression associated with metabolisms was mainly enhanced in the early stage after IRI. However, PAPP inhibitor enhanced gene expression associated with signaling, transcription, and translation mechanisms of various systems, including the immune system, after IRI. Because excessive PARP activation depletes NAD + and ATP^12^, metabolic activation after IRI may be necessary to compensate for ATP depletion. PARP inhibitors treatment can prevent the depletion of NAD + and keep various cellular functions working. This supports previous reports that treatment with PARP inhibitors in IRI preserved ATP and mitigated renal damage^12,15^. In addition, proteins such as sirtuins, whose functions depend on NAD +, are activated competitively with PARP when NAD + is deficient^26^. Activation of sirtuins was known to alleviate IRI in animal models^27,28^. However, in our study, PARP inhibitors increased gene expressions associated with the immune system, collagen formation, and toll-like receptors after IRI, suggesting that the early benefits of PARP inhibitors treatment may be offset or have detrimental effects during the healing phase.

This study has some limitations. First, the immune system and role of PARP of mice may be different from those of humans, limiting the clinical application. However, similar results were obtained using HK-2 cells derived from human cells in the experiments. Second, the most adequate timing of PARP inhibitor administration after renal IRI is still unknown. Considering the results of previous studies, it may be beneficial to treat PARP inhibitors within 6–12 h after renal IRI. Further studies are required to clarify the most effective timing for the administration of PARP inhibitors in humans. Third, the mechanism of the adverse effects of PARP inhibitors on the late healing phase have not been fully elucidated. In addition to DNA repair, PARP plays various roles such as immune regulation, transcriptional regulation, and post-transcriptional protein modification; therefore, further investigation on the roles of PARP during the healing phase after renal IRI is warranted.

In conclusion, our study demonstrated that the late treatment with PARP inhibitor adversely affected intrarenal immunologic micromilieu and renal tubular injury in the healing phase, impairing the recovery process. Further studies on the most optimal timing and dose of PARP inhibitors are needed to clarify the role of PARP inhibitors as a treatment for ischemic AKI.

## Material and methods

### Animals

Male C57BL/6 mice (9-week-old) were purchased from Orient Bio Inc. (Seongnam, Kyoungki-do, Korea). All the mice were bred in a specific pathogen-free barrier facility. The experiments were approved by the Samsung Medical Center Animal Care and Use Committee (IACUC No. 20200131001 and 20,210,119,003). All methods were performed in accordance with the relevant guidelines and regulations and reported in accordance with ARRIVE guidelines (https://arriveguidelines.org)^29^.

### Murine renal IRI experiments

We evaluated the effects of JPI-289 during the healing phase of two kinds of murine renal IRI models: unilateral or bilateral. Mice were randomized into two groups: control (n = 10) and JPI-289 100 mg/kg (n = 10). In the unilateral IRI model, JPI-289 or saline was injected into the peritoneal cavity once at 24 h or twice at 24 and 48 h after unilateral IRI surgery. Mice were sacrificed at 6 or 12 weeks after surgery. In the bilateral IRI model, JPI-289 or saline was injected into the peritoneal cavity once at 24 h after bilateral IRI surgery. Mice were sacrificed 6 weeks after surgery. JPI-289, 10-ethoxy-8-(morpholinomethyl)-1,2,3,4-tetrahydrobenzo [h] [1, 6] naphtyridin-5(6H)-one dihydrochloride dehydrate was synthesized, and supplied by Jeil Pharmaceutical Co. Ltd. (Seoul, Korea).

Mice were anesthetized by injecting ketamine (100 mg/kg; Yuhan, Seoul, Korea) and xylazine (10 mg/kg; Bayer, Leverkusen, Germany) into the peritoneal cavity. For bilateral renal IRI, the renal pedicles of both kidneys were carefully isolated and clamped for 27 min with a microvascular clamp (Roboz Surgical Instrument, Gaithersburg, MD) through an abdominal midline incision. For unilateral renal IRI, the renal pedicle of the left kidney was isolated and clamped for 45 min using the same technique. Mice were well-hydrated with warm sterile saline of 40 °C on a temperature-controlled heating table of 45.5 °C. In all animal experiments, the same methods for maintaining body temperature were applied to both groups. Mice recovered after surgery with no restriction on food and water. Mice were sacrificed at 6 and 12 weeks after surgery and kidneys were harvested after exsanguination. All mice survived until the time of prescheduled sacrifice after unilateral IRI, but one of the 20 mice died prematurely after bilateral IRI.

### Assessment of renal function

Plasma creatinine (Arbor Assays, Ann Arbor, MI) and blood urea nitrogen (BUN; Fujifilm, Bedford, UK) concentrations were measured using colorimetric kits according to the manufacturer’s instructions. In the unilateral IRI model, cystatin C (R&D Systems, Minneapolis, MN) was additionally measured. Baseline BUN, plasma creatinine, and cystatin C levels were measured 7 days prior to surgery. Mice plasma samples were taken serially via tail veins until sacrifice.

### Tissue histological analysis

Postischemic kidney tissue sections were fixed with 10% buffered formalin. Hematoxylin and eosin (H&E) or Masson's trichrome staining were used to evaluate the histopathological changes of postischemic kidneys. A renal pathologist blinded to the experimental groups evaluated the extent of renal tubular damage, necrosis, or atrophy on H&E-stained slides and the extent of interstitial fibrosis on Masson's trichrome-stained slides.

### CD45 immunohistochemistry and tissue FAXS analysis

Immunohistochemical staining of a cluster of differentiation (CD) 45 (leukocyte common antigen) using formalin-fixed renal tissue sections was performed with reference to a previous report^30^. The renal tissue sections (4-µm-thick) were deparaffinized using xylene, rehydrated in a graded alcohol series, and then transferred to citrate buffer solution (pH 6.0). The slides were placed in a pressure cooker and heated in microwave for 10 min to enhance antigen retrieval. After cooling, the slides were immersed in hydrogen peroxide solution (Dako, Carpinteria, CA) for 30 min to block the endogenous peroxidase activity. After overnight incubation at 4 °C with serum-free protein block (Dako), the slides were incubated at room temperature for 1 h with a 1:100 dilution of monoclonal rat anti-mouse antibody to CD45 (BD Biosciences, San Jose, CA). After being rinsed, the CD45-stained sections were incubated for 30 min with a secondary antibody using a Dako REAL EnVison kit (Dako) at room temperature. Staining with 3,3′-diaminobenzidine tetrahydrochloride (Dako) was performed on the slides to extract brown color, then counterstaining with Mayer's hematoxylin (Dako) was performed. A TissueFAXS workstation (Tissue Gnostics, Vienna, Austria) was used to analyze and calculate the percentages of CD45-positive cells infiltrated into renal tissues, as described previously^30^.

### Flow cytometric analysis of kidney-infiltrating mononuclear cells

KMNCs from kidney tissues were isolated based on an established protocol^31^. Briefly, decapsulated kidneys were immersed in Roswell Park Memorial Institute buffer (Mediatech, Manassas, VA) containing 5% fetal bovine serum and disrupted mechanically using a Stomacher 80 Biomaster (Seward, Worthing, UK). Samples were strained, washed, and resuspended in 36% Percoll (Amersham Pharmacia Biotech, Piscataway, NJ), followed by gentle overlaying onto 72% Percoll. After centrifugation at 1,000 × *g* for 30 min at room temperature, KMNCs were collected from the interface of 36% and 72% Percoll.

Isolated KMNCs were resuspended in flow cytometry staining buffer and preincubated with anti-CD16/CD32 antibodies for 10 min to minimize nonspecific binding through Fc-receptors. KMNCs were incubated with anti-mouse anti-CD3, CD4, CD8, CD19, CD21, CD25, CD44, CD45, CD62L, CD69, CD126, CD138, Gr-1, F4/80, FoxP3, and NK1.1 (all were acquired from BD Biosciences, San Jose, CA) for 25 min at 4 °C, washed with FACS buffer, and fixed with 1% paraformaldehyde solution. Samples were acquired using a BD FACSVerse flow cytometer. Data were analyzed using the FlowJo v10 software (BD Biosciences).

### Multiplex cytokine/chemokine assay

Multiplex cytokine and chemokine analysis in whole kidney protein extracts was conducted using an R&D Mouse Magnetic bead-based multiplex assay for the Luminex® platform (LXSAMSM-08) (R&D Systems, Minneapolis, MN). This multiplexed, particle-based, flow cytometric assay uses anti-cytokine monoclonal antibodies linked to microspheres incorporating the distinct properties of two fluorescent dyes. We measured monocyte chemoattractant protein (MCP-1/CCL2), regulated on activation, normal T cell expressed and secreted (RANTES/CCL5), interferon-gamma (IFN-γ), interleukin (IL)-4, IL-6, IL-10, tumor necrosis factor-alpha (TNF-α), and vascular endothelial growth factor (VEGF). The limit of detection values for each cytokine/chemokine were as follows: IL-2, 1.0 pg/mL; IL-4, 0.4 pg/mL; IL-6, 1.1 pg/mL; IL-10, 0.8 pg/mL; IFN-γ, 1.1 pg/mL; CCL-2, 6.7 pg/mL; CCL-5, 2.7 pg/mL; TNF-α, 2.3 pg/mL; VEGF 0.3 pg/mL. The value of each cytokine or chemokine was normalized by dividing the raw protein concentration (mg/mL, measured using a Pierce BCA protein assay kit, Thermo Fisher Scientific, Waltham, MA), and the final unit of cytokine/chemokine value was expressed as “pg/mg”.

### Single cell RNA-sequencing and data analysis

We performed a separate experiment for single-cell RNA sequencing (scRNA-seq) analysis of post-ischemic kidneys. JPI-289 100 mg/kg (n = 1) or saline (n = 1) was injected into the peritoneal cavity immediately before reperfusion during bilateral IRI surgery. After sacrifice at 24 h following bilateral IRI surgery, samples were immediately transferred for tissue preparation.

Each cell suspension was processed for the generation of scRNA-seq libraries using the Chromium Next Gem Single cell 5′ kit v2 (10 × Genomics, USA, 1,000,263) according to the manufacturer’s protocol, and sequencing libraries were generated using Illumina HiSeq2500 according to the manufacturer’s instructions (Illumina). Both reads were aligned to the mm10-2020-A mouse genome reference sequence and quantified using CellRanger (version 5.0.1-dirty).

Publicly available datasets of adult mouse normal kidney samples of GSE107585 and GSE157079 were downloaded from the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database and integrated with our sequencing data using Seurat v4.1.0 (Seurat v4 is released under the open source GPLv3 license, and all code is available at https://www.github.com/satijalab/seurat.) As a result, a total of 72,010 cells were used for analysis (Supplementary Fig. S5). Cells with more than 50% mitochondrial gene expression in unique molecular identifier (UMI) counts were excluded from the analysis. For batch correction, the harmony R package was used. For variable genes, 2000 genes were selected among genes with a mean expression of 0.1 or more and 8 or less for each sample. The major cell types were annotated by comparing the canonical marker genes^32,33^. To identify differentially expressed genes (DEG) between two groups, we used the Seurat FindMarkers function with the Wilcoxon rank sum test.

### HK-2 cell hypoxia model and proliferation assay

Human kidney (HK)-2 cells (an immortalized proximal tubule epithelial cell line from a normal adult human kidney) were used for an in vitro tubular cell hypoxia model to investigate the effects of JPI-289 on ischemic AKI. HK-2 cells were purchased from the American Type Culture Collection (CRL-2190, Manassas, VA) and cultured in keratinocyte serum-free media (Thermo Fisher Scientific) supplemented with bovine pituitary extract and human recombinant epidermal growth factor. Cells were incubated at 37 °C in a humidified atmosphere of 5% CO_2_, with a change of medium every 2–3 days. HK-2 cells were exposed to 1% O_2_ and 5% CO_2_ balanced with nitrogen in a multi-gas incubator (APM-30D, Astec, Fukuoka, Japan) for 48 h to induce hypoxia and then were taken out. According to the manufacturer’s instructions, the degree of HK-2 cell proliferation was measured using a Cell Titer96 aqueous one solution cell proliferation assay (Promega, Madison, WI).

The two control groups were the normoxia (21% O_2_) and hypoxia (1% O_2_) control groups. We performed three sets of experiments according to the dose and time of JPI-289 treatment after hypoxia. In the first experiment, hypoxic HK-2 cells were treated with 0.5 or 0.75 µg/mL of JPI-289 at 0, 3, or 6 h after hypoxia, and proliferation was measured at 24 and 48 h after hypoxia. In the second experiment, hypoxic HK-2 cells were treated with 0.5 or 0.75 µg/mL of JPI-289 at 6 h after hypoxia and further treated with the same dose of JPI-289 at 24 h or 24 and 48 h, and proliferation was measured at 72 h after hypoxia. In the third experiment, hypoxic HK-2 cells were treated with 0.5 or 0.75 µg/mL of JPI-289 at 6 h after hypoxia and further treated with 0.1 or 0.25 µg/mL of JPI-289 at 24 h, and proliferation was measured at 24, 48, and 72 h after hypoxia.

### Statistical analysis

All data were expressed as mean ± standard error of the mean or median (interquartile range). Differences between groups or time points were analyzed using the Mann–Whitney U-test. All statistical analyses were conducted using GraphPad Prism version 8 (GraphPad Software, La Jolla, CA). A two-sided *P* value < 0.05 was considered statistically significant.

### Supplementary Information

Supplementary Figures.

## Data Availability

The scRNA-seq datasets generated and/or analyzed during the current study are available in the NCBI GEO repository (GSE239905). The dataset used during the current study is available from the corresponding author on reasonable request.

# Supplementary material for: Effects of poly (ADP-ribose) polymerase inhibitor treatment on the repair process of ischemic acute kidney injury
**Source:** Sci Rep. 2024 Jan 2;14:159. doi: 10.1038/s41598-023-50630-2
**Supplement:** Supplementary file 1 — Supplementary Figures.

## **Supplementary Information**

### **Effects of Poly (ADP-ribose) Polymerase Inhibitor Treatment on the Repair Process of Ischemic Acute Kidney Injury**

**Junseok Jeon<sup>1</sup>, Kyungho Lee<sup>1</sup>, Hye Ryoung Jang<sup>1</sup>, Kyeong Eun Yang<sup>2</sup>, Cheol-Jung Lee<sup>2</sup>, Hyeonju Ahn<sup>3</sup>, Woong-Yang Park<sup>3,4</sup>,  
Jung Eun Lee<sup>1</sup>, Ghee Young Kwon<sup>5</sup>, Yoon-Goo Kim<sup>1</sup>, Wooseong Huh<sup>1\*</sup>**

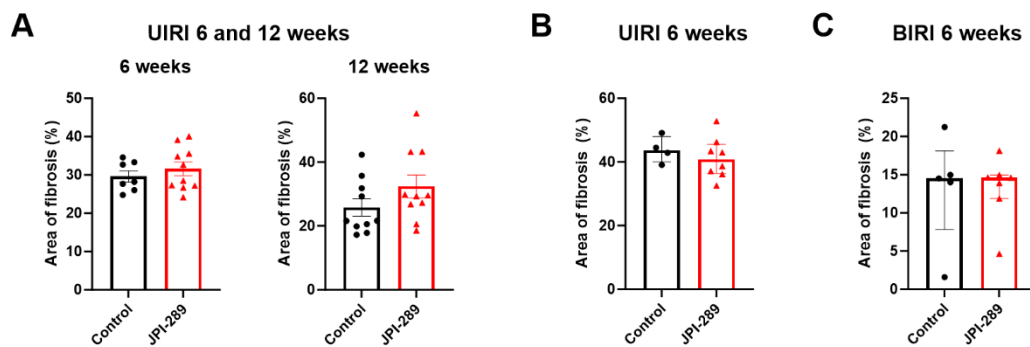

**Supplementary Fig. S1. Extent of renal tissue fibrosis after renal IRI assessed using Masson's trichrome stain from postischemic kidney.** (A) Treatment with JPI-289 100 mg/kg at 24 and 48 h twice versus control after unilateral IRI. (B) Treatment with JPI-289 100 mg/kg at 24 h once versus control after unilateral IRI. (C) Treatment with JPI-289 100 mg/kg at 24 h once versus control after bilateral IRI.

**A**

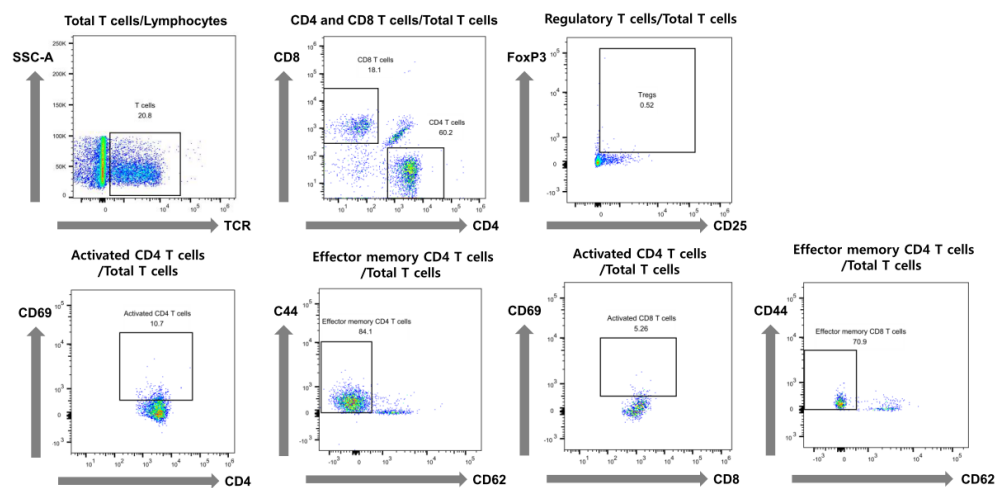

**B**

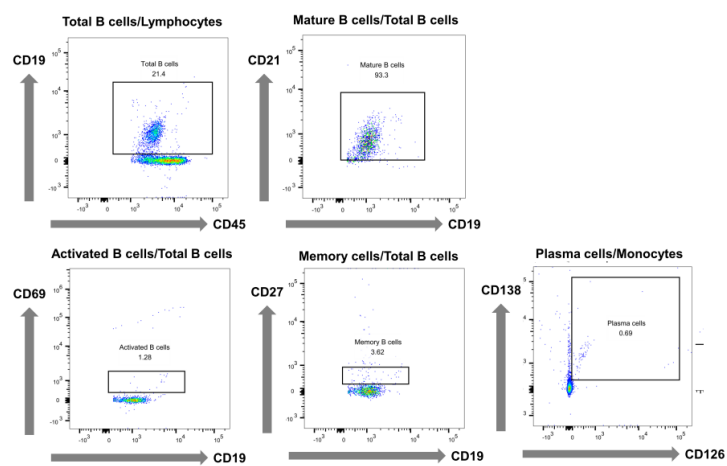

**C**

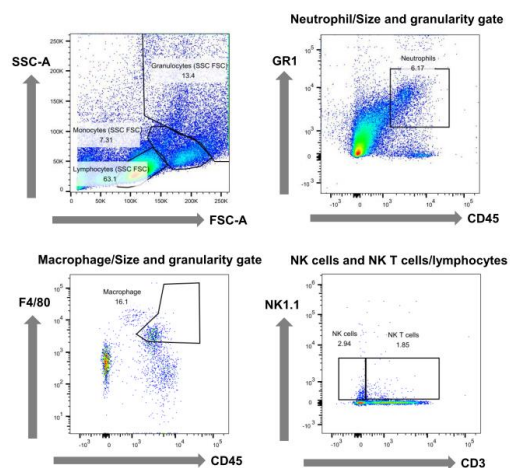

**Supplementary Fig. S2. Flow cytometry analyses of KMNCs isolated from postischemic kidneys. (A) T cell subtypes, (B) B cell subtypes, and (C) Neutrophil, macrophage, NK cells, and NK T cells.**

## A Unilateral IRI 6 weeks

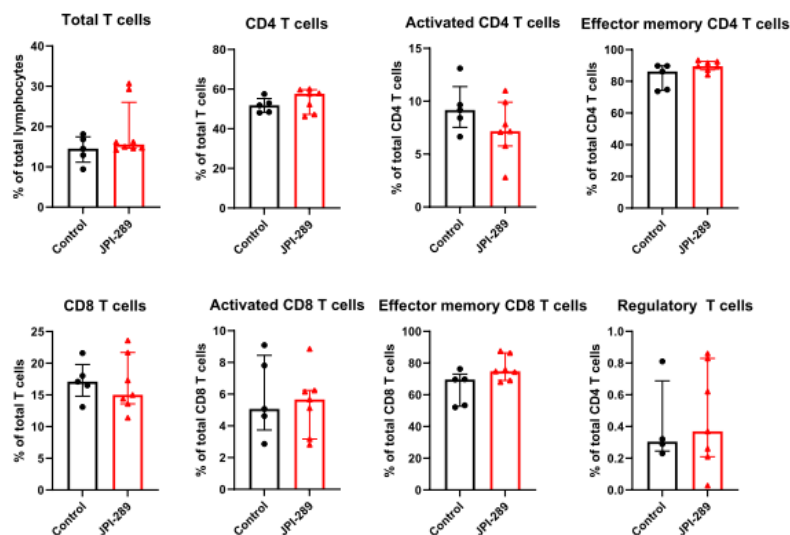

## B Unilateral IRI 6 weeks

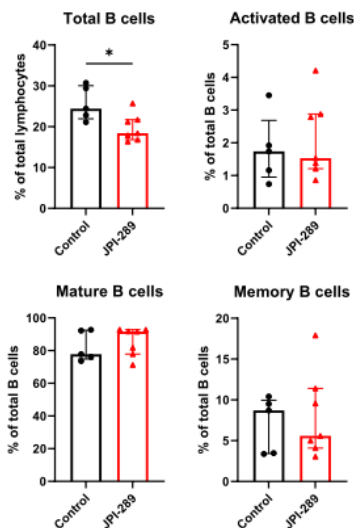

## C Unilateral IRI 6 weeks

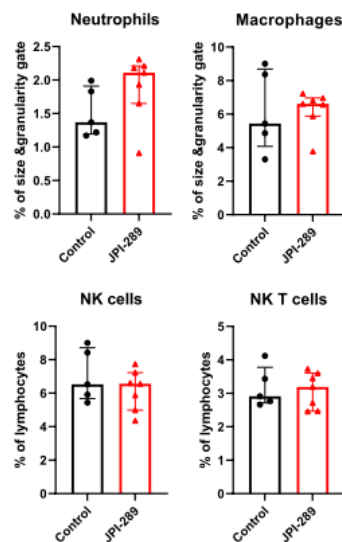

**Supplementary Fig. S3. Flow cytometry analyses of intrarenal leukocyte subtypes between treatment with JPI-289 100 mg/kg at 24 h versus control after unilateral IRI. (A) T cell subtypes, (B) B cell subtypes, (C) Neutrophils, Macrophages, NK cells, and NK T cells**

## A Bilateral IRI 6 weeks

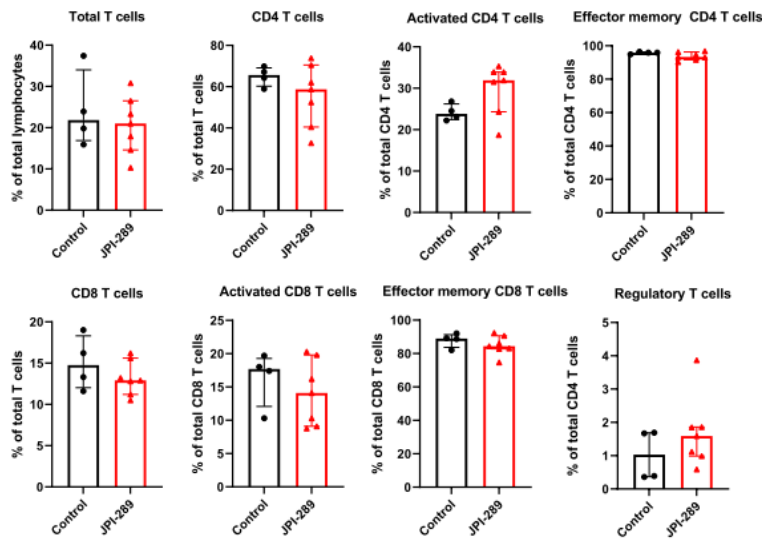

## B Bilateral IRI 6 weeks

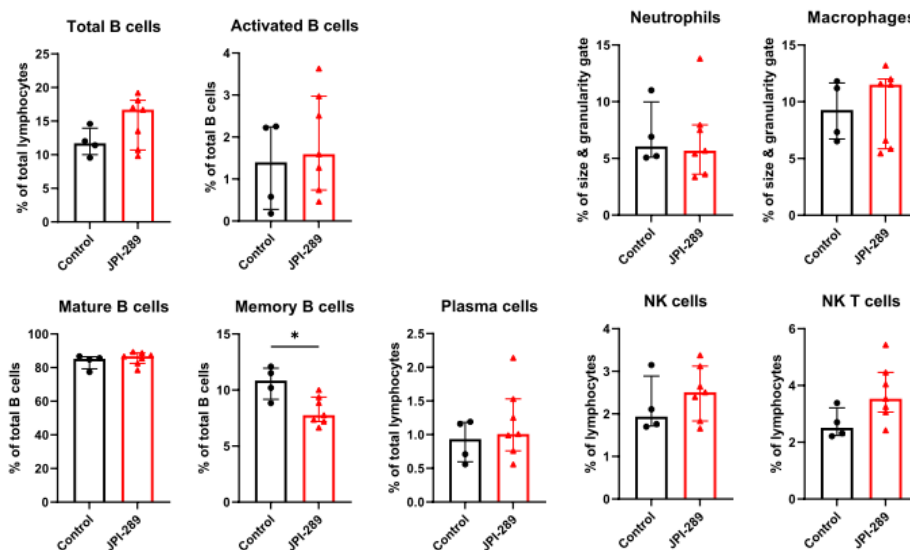

## C Bilateral IRI 6 weeks

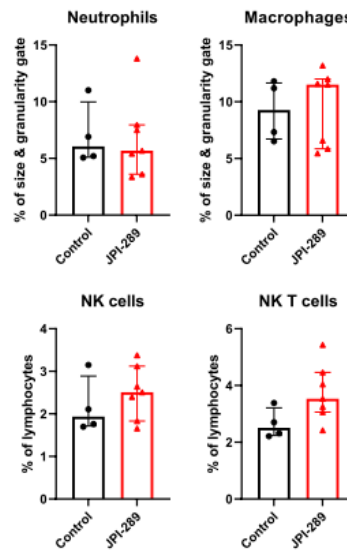

**Supplementary Fig. S4. Flow cytometry analyses of intrarenal leukocyte subtypes between treatment with JPI-289 100 mg/kg at 24 h versus control after bilateral IRI. (A) T cell subtypes, (B) B cell subtypes, (C) Neutrophils, Macrophages, NK cells, and NK T cells**

**A**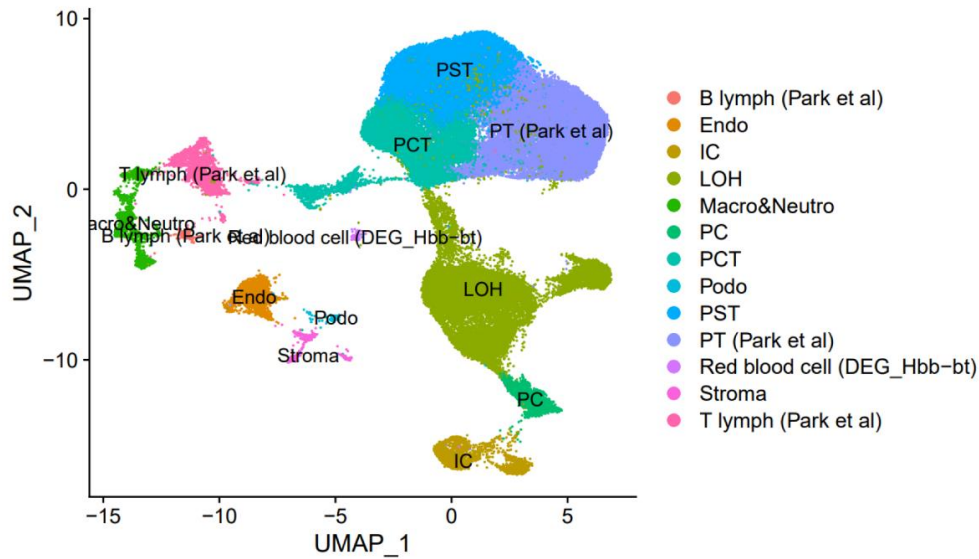**B**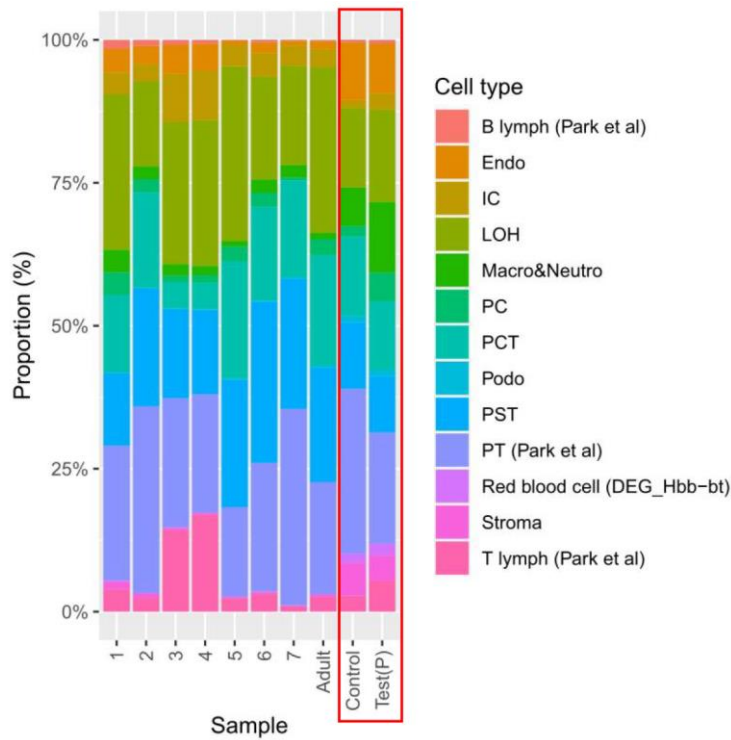

**Supplementary Fig. S5. Diversity and proportion of cell types in the scRNA-seq results for mouse kidney tissues** (A) UMAP embedding of scRNA-seq profiles of mouse kidney tissues, colored according to cells. (B) Proportions of cells of different subsets for each sample. Samples 1–7 and adult samples are mouse normal kidney samples of GSE107585 and GSE157079 acquired from the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database. Test (P) and control sample represent sample of JPI-289 treated and control post-ischemic mouse kidney, respectively.

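Over the 3734 cells of the control library and the 5025 of the JPI-289 library, PT-like cells made up 47.7% (46.1 to 49.3%) and 32.7% (31.4 to 34.0%), and EC-like cells 13.5% (12.4 to 14.6%) and 11.3% (10.4 to 12.2%). No direction is read from these shares, since genes that define the PT-like and EC-like clusters differed between the libraries. Neutrophils made up 5.25% (4.56 to 6.01%) of control and 13.0% (12.1 to 14.0%) of JPI-289 cells, and macrophages 5.36% (4.66 to 6.13%) and 5.99% (5.35 to 6.68%). Lymphocytes were 6 and 97 cells, podocytes 54 and 59, and red blood cells 76 and 123. The loop of Henle and distal tubule class held 508 and 659 cells, the collecting duct class 114 and 445, and stroma 158 and 102. Clusters left without a name held 3.67% (3.09 to 4.32%) and 7.44% (6.73 to 8.20%).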

How the deposited data were processed for this re-analysis (not part of the article)

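The single-cell libraries of 1 control and 1 JPI-289 (100 mg/kg) post-ischemic mouse kidney were analysed. The authors deposited raw UMI counts per gene and barcode for every barcode, made with Cell Ranger on the mm10 reference, with no cell calling, mitochondrial filter or doublet removal. Each file lists 32285 genes. The control library has 38328760 UMIs over 326566 barcodes with a UMI and the JPI-289 library 35548396 over 273265. The public normal kidneys that the paper integrated were not used here, and neither its clusters nor its normalized enrichment scores were recomputed.

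Cells were called in 2 steps. The first kept barcodes with over 3338 UMIs in the control and 2618 in the JPI-289 library, from the 99th percentile of the largest 3000 barcodes divided by 10, which gave 1498 and 2065 cells. The second compared barcodes with at least 500 UMIs with the profile of the barcodes ranked from 45000 to 90000 by 10000 simulations at a false discovery rate of 0.01. The filter of over 50% mitochondrial UMIs, as in the paper, removed 540 control and 396 JPI-289 cells. Cells were scaled to 10000 UMIs and log-transformed, and 2000 variable genes, 30 principal components, 20 neighbours and Leiden clustering at resolution 1 were used, with no correction between the libraries. Doublets were sought with scrublet, which marked 3 of 8759 cells at its own threshold and so did not work here.

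Clusters were named from marker lists written before the data were examined. The naming rule was set after the clusters were seen. A cluster took the class of its leading list if the mean log2 ratio of its markers over the median of all clusters was at least 0.75 with 3 markers detected and, under a score of 2, if a marker of the class was among its 10 leading genes; this last condition was added after an alternative had named a cluster of nuclear RNA as neutrophils. Where the list of injured PT led, the cluster was named PT only if the PT list came next and itself reached 0.75, and markers of injured PT counted as markers of the class; 1 such cluster, with 22 control and 770 JPI-289 cells and a PT score of 0.865, was named PT, and another, of 58 and 56 cells, with a PT score of -0.755, stayed unnamed. Clusters whose 10 leading genes held at least 2 genes of platelets or urothelium, or more markers of another class, also stayed unnamed, as did those with too low a score or too few detected markers, and all unnamed clusters held together 3.67% of control and 7.44% of JPI-289 cells. Stress or plasma protein genes led some PT-like clusters, among them Srxn1, Plin2 and Krt20 in one and Fgb, Fgg and Fga in another.

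UMIs were summed per class and library. Reactome sets were taken from the mouse pathway table of fgsea 1.28.0 and matched by Entrez identifiers, which reached 60.9% for Translation, 78.3% for the RNA metabolism union and over 90% for the other sets reported. Families of genes were listed by symbol beforehand. The genes named in the text are, per set, the 3 with most UMIs and the 2 that changed most in each direction among those with at least 100 UMIs (50 in EC-like cells), the 5 of all genes that changed most in each direction, and a list fixed beforehand with Parp1, Xist, Ddx3y, Havcr1, Lcn2, 3 collagens, 2 toll-like receptors and the cytokines the paper measured. Xist had no UMI in PT-like or EC-like cells and Ddx3y had UMIs in both libraries. A ratio against 0 counts was taken as a bound from 3 counts. The results of 1 gene set in EC-like cells and of 1 gene are not reported here.

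The steps were tested on simulated data made from the control library. With 200 of 14438 genes changed for the comparison of JPI-289 with control, the counting intervals held the true ratio of 95.0% of them. Of 100 lists drawn at random from all genes, 7.00% fell outside the central 95% of matched lists. Both simulated libraries held counting error only, with genes drawn independently. The simulation therefore does not test sets of genes that vary together, or differences between mice. The cell calling, run with fewer simulations and other ranks for a smaller library, recovered 71.3% of 300 cells of 800 UMIs and called 0.333% of 600 empty droplets, so shallow cells are called incompletely.

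The alternatives chosen before the data were examined were the first step of calling alone, at least 1000 UMIs, at most 20% mitochondrial UMIs, scrublet doublets left out, resolution 0.5, each library clustered alone, scaling to nuclear genes, centring on the median of all genes, equal weight of each cell, gene minimums of 100 and 5 UMIs, 1 CPM added in place of 0.5 UMIs, subtraction of free RNA taken from barcodes under 100 UMIs, and PT-like clusters with injury markers only. A further 5 were chosen after seeing the data, namely leaving out the 5% of cells with the highest doublet scores, free RNA from barcodes of 100 to 300 UMIs, counting as PT-like a cluster with a PT score of at least 0.5 that no list had named because of its score, and leaving marker genes or proteasome genes out of the sets. Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, numpy 2.4.6 and scipy 1.17.1 were used. No test between the conditions was made, and the paper's Wilcoxon test over cells was not repeated, since cells of 1 mouse are not replicates.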

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

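Among the tests given here, those of blood left in the kidney and of a lower share of PT-like cells were chosen only after the results had been seen, as was the alternative that leaves out the highest doublet scores.

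Neutrophils made up 5.25% (4.56 to 6.01%) of the control cells and 13.0% (12.1 to 14.0%) of the JPI-289 cells. They are given here because the paper gives them only together with macrophages in its single-cell shares, and the share in the JPI-289 library lies above that in the control library. Across the alternatives the difference was between 7.51 and 8.78 percentage points. Blood left in the kidney would raise red blood cells alike, but neutrophils per red blood cell were 2.06 times as many (1.49 to 2.86) with JPI-289. A lower share of PT-like cells would leave the ratio to other classes unchanged, and neutrophils per EC-like cell were 2.96 times as many (2.42 to 3.62). The collecting duct class rose as well, from 3.05% of control to 8.86% of JPI-289 cells. Neutrophils therefore did not rise against every other class. Cell calling would not change the sums over all barcodes, where the neutrophil markers had a median log2 ratio of 1.75 and 6 of 6 were higher. These values argue against the 3 explanations as the whole cause. A difference between the mice, in the severity of injury or in the preparation of the tissue remains open beside the treatment, and was not tested, since each condition has 1 library.

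The 5 genes that rose most in PT-like cells are not named in the paper, and are given for that reason, although Mt2 and Rnf125 belong to the immune system set and Sult1e1 to the metabolism set, which the paper discusses. Their log2 ratios were 7.56 for Sult1e1, 6.13 for Depp1, 5.36 for Runx1, 5.06 for Rnf125 and 4.90 for Mt2. In the control and JPI-289 libraries, Sult1e1 had 2 and 427 UMIs, Depp1 10 and 665, Runx1 9 and 353, Rnf125 4 and 136 and Mt2 283 and 7665. Sult1e1 also leads a cluster of which 290 of the cells came from the JPI-289 library and 5 from the control library, so it is part of what separates the libraries. Free RNA is not a likely source, as the ratios with free RNA subtracted were 7.50, 6.96, 6.78, 5.36 and 5.53. With the highest doublet scores left out they were 7.53, 6.10, 5.49, 5.02 and 4.96, which does not test doublets, since scrublet did not work. Among clusters with injury markers only, on 32 control cells, the ratios were smaller, at 2.46, 3.10, 2.19, 0.82 and 2.10. These control cells held 47337 UMIs in all, so the count added to each sum limits the ratio of a rare gene such as Sult1e1. They were also grouped with JPI-289 cells by their profile, which can by itself make the ratios smaller. The smaller ratios therefore do not test a different mix of injured cells, which remains open. Whether the treatment or the mouse raised these 5 genes was not tested.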

How the results depend on the processing

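The alternatives that leave out the highest doublet scores, take free RNA from barcodes of 100 to 300 UMIs, count an unnamed cluster as PT-like, or leave marker or proteasome genes out of the sets were chosen only after results had been seen. No paired analysis was possible because there is 1 library per condition.

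Apart from the alternative limited to clusters with injury markers, the medians in PT-like cells kept their sign in every setting for the immune system (0.031 to 0.33), RNA metabolism (0.21 to 0.45), translation (0.087 to 0.39), metabolism (-0.36 to -0.13), solute carrier transport (-0.81 to -0.51), small molecule transport (-0.70 to -0.39), collagen formation (-0.88 to -0.55) and proteasome subunits (0.67 to 1.03). In EC-like cells this held for RNA polymerase II transcription (0.057 to 0.29), RNA metabolism (0.12 to 0.31), rRNA processing factors (0.15 to 0.49), ribosomal proteins (0.031 to 0.22) and metabolism (-0.39 to -0.16). The scrublet setting left out 3 cells and says nothing about doublets. The alternatives on injury markers and on the unnamed cluster concern PT-like cells and give no value for EC-like cells.

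Centring on the median of all genes adds 0.19 to every PT and 0.18 to every EC log2 ratio by construction. It gave 0.33 for PT immune system, 0.11 for PT signal transduction, 0.45 for PT RNA metabolism, 0.39 for PT translation, -0.13 for PT metabolism, 0.33 for PT toll-like receptors, 1.03 for PT proteasome subunits, -0.087 for PT nuclear oxidative phosphorylation, 0.22 for EC ribosomal proteins, 0.41 for EC rRNA processing factors, 0.31 for EC RNA metabolism, -0.16 for EC metabolism, 0.34 for EC proteasome subunits, -0.027 for EC nuclear oxidative phosphorylation and 7 for the number of PT gene families with a median above 0, of which PT signal transduction changed sign from -0.079. Nuclear oxidative phosphorylation in both classes and EC proteasome subunits kept their sign in every setting. Of the 134 gene values compared between settings, the sign changed for mt-Co2 in PT-like cells (0.000829) and mt-Co1 in EC-like cells (0.069). Genes outside these 134 values that lie just below 0 change sign as well, such as Gapdh in PT-like cells, at -0.16 before centring.

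With clusters with injury markers only, 32 control cells remained and the medians were -0.27 for PT immune system, -0.43 for PT signal transduction, -0.32 for PT RNA metabolism, -0.48 for PT translation, -0.46 for PT metabolism, -0.32 for PT toll-like receptors, 0.29 for PT proteasome subunits and -0.014 for PT nuclear oxidative phosphorylation, so that the immune system, RNA metabolism and translation changed sign. Toll-like receptors, whose interval includes 0, also changed sign there, and were at -0.016 with equal weight of cells. With injury markers only, the control cells held 47337 UMIs, so a rare gene such as Ccl5 can change sign on very few of them. Havcr1 and Lcn2 are also markers of injured PT, by which these clusters were chosen. Single genes that changed sign were at -0.49 for Rps27a, -0.40 for Rps2, -0.60 for Rplp0, -0.58 for Rpl13, -3.28 for Hspb1, -0.37 for Eef1a1, 0.84 for mt-Co2, 0.47 for mt-Co1, -0.76 for Cyp2d12, 0.41 for Slc34a1, -1.56 for Rela, -0.078 for Rpl22l1, -0.44 for Rps27, -0.74 for Nhp2, -1.04 for Gar1, 0.27 for Parp1, -0.012 for Havcr1, -2.63 for Lcn2, -2.93 for Ccl5 and 1.06 for Vegfa. The median of all genes moved by -0.37, to -0.56, and relative to it the immune system was at 0.29, RNA metabolism at 0.24, translation at 0.080 and toll-like receptors at 0.24. The 0.5 added to each sum weighs far more on 47337 control UMIs than on 7343669 JPI-289 UMIs. It lowers the ratios of genes with few control UMIs, so neither these medians nor their centred values give a direction. Against matched lists, of a like number of UMIs, the immune system was at percentile 99.2, RNA metabolism at 0.260, translation below all 10000 and toll-like receptors at 87.2. Beyond the small number of control cells and the added count, the cause was not tested. Counting the unnamed cluster with a PT score moved the median of all genes by 0.16 and gave 0.12 for PT signal transduction, 0.087 for PT translation and -0.38 for PT nuclear oxidative phosphorylation, and of single genes -0.071 for Rps2, -0.017 for Rpl13 and -0.031 for mt-Cytb. The cause was not tested.

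A minimum of 100 UMIs per gene gave -0.0011 for PT signal transduction and -0.16 for EC metabolism, and one of 5 UMIs -0.16 for PT signal transduction, through the genes that enter the sets. Equal weight of cells gave 0.21 for PT RNA metabolism, 0.49 for EC rRNA processing factors and 0.19 for EC RNA metabolism, and 0.091 for mt-Co2 in PT-like cells. Clustering each library alone gave 0.27 for PT translation and -0.017 for mt-Cytb in PT-like cells. The first step of cell calling alone gave -0.035 for mt-Cytb in PT-like and -0.031 for Havcr1 in EC-like cells, at most 20% mitochondrial UMIs -0.054 for mt-Cytb in PT-like cells, and leaving out the highest doublet scores 0.19 for Ppbp in EC-like cells. The causes were not tested.

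Subtracting free RNA gave 0.11 for Col3a1 in PT-like cells and -3.02 for Pdk4, -3.24 for Havcr1 and 0.34 for Col3a1 in EC-like cells. With free RNA from barcodes of 100 to 300 UMIs, the values were 0.12 for Col3a1 in PT-like cells and -3.87 for Pdk4 and -1.21 for Havcr1 in EC-like cells, and the median was 0.11 for EC ribosomal proteins. The higher Havcr1 and Pdk4 in EC-like cells therefore rest on the treatment of free RNA. Of 134 gene values, 30 moved outside their counting interval without a change of sign when free RNA was subtracted. With equal weight of cells 50 did so, after centring 48, with the first step of calling alone 18 and with each library clustered alone 18. With clusters with injury markers only, 43 of 77 gene values moved in this way and 20 others changed sign. The depth limits Tlr2 and Tlr4, with at most 4 UMIs of Tlr2 and 3 of Tlr4 per library in PT-like cells.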

Differences from the paper's values

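No test was chosen for the comparisons in this part; the alternatives named as added were chosen after seeing the values.

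The shares of cells were compared with those read by eye from the paper's Supplementary Fig. S5B. The shares here are over all 3734 cells of the control and 5025 of the JPI-289 library, unnamed clusters included, while the paper's text does not name the cells per sample behind its own, so no direction is drawn. For macrophages and neutrophils together, the share was 10.6% here and about 7% in the paper's Supplementary Fig. S5B for the control, and 19.0% here and about 12% in the paper's Supplementary Fig. S5B for JPI-289. Lymphocytes were 0.161% here and about 3.2% in the paper's Supplementary Fig. S5B for the control, and 1.93% here and about 6% in the paper's Supplementary Fig. S5B for JPI-289, where the paper's T and B cells were added together. Stroma in the JPI-289 library was 2.03% here and about 4.5% in the paper's Supplementary Fig. S5B. None of the alternatives set before the data were examined closed these gaps. In the main setting, the other shares that could be read did not differ by more than 1.5 times. They were those of PT, EC, loop of Henle, principal and intercalated cells, podocytes, red blood cells and control stroma. Under these alternatives the shares of PT and EC still did not, but each of the others did in at least 1 setting. Control podocytes were 3.05% at resolution 0.5, against about 1% in the paper. Control loop of Henle cells were 9.16% with the first step of calling alone, against about 14%.

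The paper states that genes of collagen formation were higher with JPI-289 in PTs, by its cluster 8 (Fig. 6D). In PT-like cells here the median log2 ratio of that set was -0.75, and no setting gave a value above 0. The paper's cluster 8 was not rebuilt, since the normal kidneys that define it were not used here. In 4 groups of PT-like cells that each hold cells of both libraries, the lowest median was -1.13 and the highest -0.38.

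The paper states that signal transduction genes were higher with JPI-289 in PTs. Here the median was -0.079, and 0.11 after centring on the median of all genes; it was 0.12 when an unnamed cluster was counted, an alternative chosen after seeing the values. In the 4 groups of PT-like cells that hold both libraries it was higher with JPI-289 in 4 of 4, from 0.097 to 0.31, and from 0.12 to 0.20 relative to all genes of the group.

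The paper's text gives translation and RNA metabolism as higher with JPI-289 in PTs, while its Fig. 6D shows both lower in cluster 8. In PT-like cells here the medians were 0.20 and 0.26. They were -0.48 and -0.32 with clusters with injury markers only, which is 0.080 and 0.24 relative to all genes there. The count added to each sum lowers the ratios of rare genes in that setting, so it gives no direction. Its Fig. 7D shows translation lower in EC cluster 3 and its Fig. 7C shows it higher in cluster 1, and the median in EC-like cells here was -0.0011. Toll-like receptor cascades are higher in EC cluster 3 in Fig. 7D, and had a median of -0.093 in EC-like cells here and of 0.084 after centring.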

Other observations

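Of the tests given here, those of the shift of the whole library for the separation of PT-like cells, of UMIs per cell, of PT segments and of the collagen genes were planned before the values were seen. The tests of free RNA, of cell calling, of exchanged libraries, and all tests of proteasome genes, fatty acid oxidation and EC-like Lcn2 and Krt20 were chosen only after; Lcn2 and Krt20 had first been planned as 1 test and were parted once they gave opposite answers, and the test of cell calling took the place of a planned one on injury markers, which other classes express too.

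PT-like cells of the 2 libraries hardly mixed. The mixing index, the share of a cell's neighbours from the other library over the share expected by chance, was 0.0409 for them. A depth difference is not a likely cause, as 99.8% of PT-like cells lay in clusters of mainly 1 library after thinning to 1000 UMIs. The solute carrier median was -0.73 with free RNA subtracted, which argues against free RNA. Over all barcodes, called or not, the 17 PT markers moved apart, with quartiles of the log2 ratio at -2.90 and 0.00459, 2.90 apart, which argues against cell calling as the whole cause. Within 4 groups of PT-like cells holding both libraries, made after centring each library, the solute carrier median nearest to 0 was -0.38. Centring brings the libraries together whatever their segments, and segment markers were not compared within the groups. This value therefore does not decide about the mix of segments, which remains open. A shift of the whole library was not decided by the planned test. The median mixing index of the other classes was 0.480, next to the value of 0.5 set beforehand. Their single values, compared only after they were seen, lay between 0.312 for neutrophils and 0.761 for stroma. All were above that of PT-like cells, which argues against an equal shift of the whole library as the whole cause. All classes mixed less than expected by chance, so a shift shared by them may account for a part. An exchange of the libraries between the groups remains open, since no gene marks the treatment. Parp1, whose protein JPI-289 inhibits, had a log2 ratio of -0.57, and the drug need not change its RNA. A difference between the 2 mice or in the injury is open as well.

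Within those 4 groups, the median was higher with JPI-289 in 4 of 4 for the immune system (0.19 to 0.56), RNA metabolism (0.22 to 0.37), signal transduction (0.097 to 0.31), toll-like receptor cascades (0.13 to 0.54) and translation (0.0021 to 0.27), and lower in 4 of 4 for metabolism (-0.38 to -0.12) and collagen formation (-1.13 to -0.38). Signal transduction was lower over all PT-like cells, at -0.079. Relative to the median of all genes of each group, translation was between -0.14 and 0.27, so its direction did not hold in every group, while the other 6 sets kept theirs. The groups come from the same 2 libraries, are not replicates, and may pair unlike segments.

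Proteasome subunit genes were higher with JPI-289 in PT-like cells, by a median of 0.83. With free RNA from barcodes of 100 to 300 UMIs subtracted the median was 0.86, which argues against free RNA as the cause. Doublets with another class could not give the level of the JPI-289 library, since the proteasome genes of its PT-like cells had 9824 CPM (9753 to 9895) and the highest other class, EC-like cells, 8709 (8570.1 to 8849.5). Of 6 other classes with at least 50 cells per library and 20 measured genes, macrophages had a median of 0.012 (-0.22 to 0.22), stroma had a median of -0.14 (-0.29 to 0.26), EC-like cells had a median of 0.16 (-0.0031 to 0.28), collecting duct cells had a median of 0.22 (0.038 to 0.30), loop of Henle and distal tubule cells had a median of 0.37 (0.25 to 0.53) and neutrophils had a median of 0.45 (0.28 to 0.78). The median over these classes was 0.19, and in 5 of 6 the interval ended below that of PT-like cells (0.59 to 0.99), which argues against an equal shift of the whole library as the whole cause. In 3 of 6 the interval lay above 0, so a smaller shift shared by several classes may account for a part. A change in PT-like cells, through the treatment, the mouse or the injury, remains open and was not tested. These genes belong to many immune and signalling pathways, but without them the median of the immune system set was 0.038, still above the matched lists from -0.25 to -0.044.

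The lower median of collagen formation in PT-like cells may rest in part on Col4a3 and Col4a4. Without them it was -0.60, just inside the matched lists from -0.62 to 0.31, while with them it was outside. Both genes adjoin on chromosome 1, and no cause of their lower counts was tested.

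In EC-like cells, free RNA is not a likely cause of the fatty acid oxidation median of -0.87, since the UMIs of these genes that free RNA would give were not lower with JPI-289, with log2 ratios of 0.17 and 0.29 by the free RNA of barcodes under 100 and of 100 to 300 UMIs. The size of the fall is uncertain, as free RNA would give 756 to 889.9 of the 984 CPM in the JPI-289 library, against 671 to 730.0 of 1528 in the control. By the same 2 sources of free RNA, Lcn2 had 6.52 and 7.14 times the UMIs that free RNA would give in the JPI-289 library. This argues against free RNA as its whole source. Hbb-bs, a marker of red blood cells, also had 2.03 and 3.45 times, so such an excess alone does not show expression by endothelial cells. Krt20 had 0.718 and 0.604 times, so that free RNA may be the source of Krt20. With the highest doublet scores left out the log2 ratio of Lcn2 was 2.69, against 2.77 with all cells, but doublets of endothelial and tubule cells remain open, since scrublet did not work at its own threshold.

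Chemokine genes in EC-like cells had a median of -1.97 (-3.93 to -0.75), with 2 of 13 higher, and Ccl2 a log2 ratio of -3.93 (-4.68 to -3.33). In PT-like cells, Ccl2 had 14 UMIs in the control and 0 in the JPI-289 library, at least 4.24-fold lower, and Ifng, Il4, Il6 and Il10 had none in either. Parp1 in EC-like cells had 25 and 7 UMIs, a log2 ratio of -1.54 (-3.06 to -0.36). Gm15889 had 125 and 0 UMIs in PT-like cells, at least 37.8-fold lower with JPI-289. Tnf had 3 and 9 UMIs in PT-like cells, and Vegfa 559 and 161, a log2 ratio of -1.65 (-1.92 to -1.40). These were given without explanation.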
